# Elevated transcription of transposable elements is accompanied by het-siRNA-driven *de novo* DNA methylation in grapevine embryogenic callus

**DOI:** 10.1186/s12864-021-07973-9

**Published:** 2021-09-20

**Authors:** Darrell Lizamore, Ross Bicknell, Chris Winefield

**Keywords:** Epigenetics, Transposable element, Embryogenic callus, Het-siRNA, Grapevine, Somaclonal variation, DNA methylation.

## Abstract

**Background:**

Somatic variation is a valuable source of trait diversity in clonally propagated crops. In grapevine, which has been clonally propagated worldwide for centuries, important phenotypes such as white berry colour are the result of genetic changes caused by transposable elements. Additionally, epiallele formation may play a role in determining geo-specific (‘terroir’) differences in grapes and thus ultimately in wine. This genomic plasticity might be co-opted for crop improvement via somatic embryogenesis, but that depends on a species-specific understanding of the epigenetic regulation of transposable element (TE) expression and silencing in these cultures. For this reason, we used whole-genome bisulphite sequencing, mRNA sequencing and small RNA sequencing to study the epigenetic status and expression of TEs in embryogenic callus, in comparison with leaf tissue.

**Results:**

We found that compared with leaf tissue, grapevine embryogenic callus cultures accumulate relatively high genome-wide CHH methylation, particularly across heterochromatic regions. This *de novo* methylation is associated with an abundance of transcripts from highly replicated TE families, as well as corresponding 24 nt heterochromatic siRNAs. Methylation in the TE-specific CHG context was relatively low over TEs located within genes, and the expression of TE loci within genes was highly correlated with the expression of those genes.

**Conclusions:**

This multi-‘omics analysis of grapevine embryogenic callus in comparison with leaf tissues reveals a high level of genome-wide transcription of TEs accompanied by RNA-dependent DNA methylation of these sequences in *trans*. This provides insight into the genomic conditions underlying somaclonal variation and epiallele formation in plants regenerated from embryogenic cultures, which is an important consideration when using these tissues for plant propagation and genetic improvement.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12864-021-07973-9.

## Background

Preferential or obligate outcrossing enables plants to maintain genetic diversity in wild populations [1], and is common among perennial plants, which employ a range of physiological and genetic strategies to achieve self-incompatibility [2]. As a result, the genomes of these species are highly heterozygous. But efficient cultivation of these species requires homogenous populations in which preferential phenotypes are fixed. The centuries-old solution to domesticating highly heterozygous species is clonal propagation.

Modern grapevine (*Vitis vinifera* subsp. *vinifera*) is presumed to have been derived from the wild European grapevine (*Vitis vinifera* subsp. *sylvestris*) around 8,000 years ago [3]. The long history of grapevine cultivation provides an unique example of vegetative propagation. Pliny the Elder described the clonal cultivation of grapevine nearly two millennia ago in *Natural History* (AD 77). Today, the names of many centuries-old varieties such a as ‘Pinot noir’ and ‘Chardonnay’ are well known to wine consumers [4]. They provide signals of quality by which wine is marketed, but can also represent an obstacle to grapevine breeding efforts, which produce new and unknown varieties [5, 6].

However, plant genomes are not invariable in the absence of sexual reproduction. Occasionally, mutations in somatic tissues become fixed when material is collected from chimeric plants for propagation. Where mutations produce visible phenotypes, termed ‘bud sports’, they can provide genetic variation from which to select valuable traits, thus providing an alternative route for crop improvement. Seedless varieties such as ‘Sultana’ and white-skinned varieties such as ‘Pinot blanc’ are examples of economically important traits that have become established through the artificial selection and clonal propagation of somatic mutations that would be under negative selective pressure in the wild [7].

Sequence comparisons show that most variation among grapevine clones is due to the activity of transposable elements (TEs) [8]. These repeat sequences are ubiquitous in eukaryote genomes and comprise the majority of the nuclear DNA in many plant species. They are broadly categorised into Class I elements (retrotransposons), which replicate via an RNA intermediate, and Class II elements (DNA transposons), which mobilise via the excision and re-insertion of a section of double-stranded DNA within the host genome [9]. Because of these differences in mobility, retrotransposons tend to increase in abundance within the host genome and typically outnumber DNA transposons. Analyses of the grapevine reference genome show that TEs account for approximately half of the nuclear DNA including representatives of eight out of the nine recognised TE superfamilies (the exception being *Tc1-Mariner*) [10, 11].

Because of their potential mutagenicity, host species have evolved ways to repress TE activity by transcriptional gene silencing (TGS) and post-transcriptional gene silencing (PTGS) [12]. The large complement of silenced TEs in plant genomes acts as a source of sequence homology by which active TEs can be recognised and targeted for TGS, in a process known as RNA-directed DNA methylation (RdDM). In the canonical RdDM pathway, the plant-specific RNA polymerase RNA Pol IV transcribes heterochromatic TEs associated with H3 histones methylated at lysine 9 (H3K9me). The transcripts are converted to double-stranded RNA by RNA-DEPENDENT RNA POLYMERASE 2 (*RDR2*) and processed into 24-nt small interfering RNAs (siRNAs) by DICER-LIKE 3 (*DCL3*). These so-called heterochromatic siRNAs (het-siRNAs) direct ARGONAUTE 4 & 6 (*AGO4* & *AGO6*) to nascent TE transcripts generated by RNA Pol V in a homology-dependent way, where they trigger the methylation of cytosine bases and ultimately H3K9me. In cases where TEs escape TGS (either through the introduction of new TEs for which no homology exists in the genome, or failure of the RdDM pathway), the host cell needs to both initiate PTGS to remove TE transcripts, and establish *de novo* methylation of the TE locus. The PTGS and non-canonical RdDM pathways depend on 21–22 nt siRNAs from a variety of sources including Pol II TE transcripts converted to dsRNA by RDR6 and subsequently processed into 21–22 nt siRNAs by *DCL2* & *DCL4*. These secondary siRNAs target TE transcripts for degradation via RNA interference (RNAi) and guide homology-dependent TE methylation in a non-canonical RdDM pathway known as RDR6-RdDM [12, 13].

Without maintenance, cytosine methylation that represses TE transcription would be passively lost at each replication cycle. To prevent this, cytosines in symmetrical CG and CHG motifs (where H is C, A or T) are actively copied to the newly synthesised DNA strand by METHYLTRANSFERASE 1 (*MET1*) & CHROMOMETHYLASE 3 (*CMT3*) respectively. Cytosine methylation in the asymmetrical CHH context cannot be copied between strands. Instead it is applied at each cellular generation by *CMT2*, which methylates heterochromatic DNA, or through RdDM via *DRM2* [14].

Mobilisation of TEs can alter genes and their expression in subtle and complex ways. Besides disrupting open reading frames and protein recognition sequences, transposition events can cause gene duplication, alternative splicing and create new regulatory networks [15, 16]. Host efforts to epigenetically repress TE expression can affect nearby DNA, and indeed have been co-opted for gene regulation in some cases [17, 18]. Similarly, many TEs have accumulated stress-response regulatory elements over time. As this upregulates their activity in response to environmental stress, such TEs may even provide the host with a mechanism for increasing variation at times when it is most needed [19]. Therefore, besides their role as genomic ‘parasites’, domesticated TEs occasionally also provide a useful mechanism for adaptation that can be co-opted for crop improvement [20, 21].

Through judicious application of phytohormone regimes during tissue culture, certain somatic plant tissues can be converted to totipotent embryogenic callus (EC). The de-differentiated cells of EC can then be either propagated or allowed to differentiate into bipolar embryos. Somatic embryogenesis has been used to study the biological process of embryogenesis and to clonally propagate certain crops, such as forestry species [22]. In many species, including grape, embryogenic callus is also a target tissue research involving gene discovery, transgenic techniques and gene editing using CRISPR/Cas-based approaches, as it minimises chimerism in regenerated plants [23–25]. But tissue culture is known to exert a mutagenic effect on plant cell lineages, leading to genomic changes known collectively as somaclonal variation. Certain plant TEs are activated by cell culture, and their mutagenic potential may be exacerbated by the abiotic stresses and phytohormones that are part of the process [26, 27]. Plants, including grapevine, regenerated from EC have also been seen to harbour epigenetic DNA changes [28–31]. Epiallele variation of this type may be particularly relevant to vegetatively propagated crops, though epialleles have also been seen to persist for multiple seedling generations [32]. In fact, stable epigenetic variation has been used to differentiate grapevine clones [33] and may be a key factor underlying the ‘terroir’ differences observed between identical clones in different winegrowing regions [34, 35].

Somaclonal variation has certain advantages for perennial crop improvement. Unlike hybrid varieties, novel clones can be deployed by the industry with no effect on varietal identity or the need for multi-generation backcrossing. But for somaclonal mutation to be used efficiently, a species-specific understanding of the types and rates of genetic and epigenetic change induced by somatic embryogenesis is needed [36]. We aimed to study the mechanisms of genetic and epigenic somaclonal variation in EC by comparing these cultures with leaf tissue, which is terminally differentiated. To do this we used whole-genome bisulphite sequencing to map the methylomes of EC and leaf tissue at single base-pair resolution. From these we analysed how the patterns of genome-wide methylation in these tissues differ across genes and TEs, and in particular at loci where these two feature types overlap. To understand how the expression of TEs and their genic context is related to their epigenetic state, we then compared the differential expression of TEs and the genes with which they are co-located. Finally, we analysed the small RNA complement of each tissue, since these molecules guide homology-dependent TE silencing. This multi-‘omics approach provides a snapshot of the activity and impact of TE expression and silencing in EC, contrasted with leaf tissue, which is frequently used to compare methylation between and within plant species.

These results, and future work to understand the impact of these events on regenerated plants, will have practical implications for the use of EC for somaclonal crop improvement. Furthermore, observations of the genomic effects of this TE activity and host response in totipotent cells *in vitro* may also help clarify the role of developmental relaxation of TE silencing (DRTS) in whole plants.

## Results

### TE methylation in Embryogenic callus

To compare the genome-wide DNA methylation profiles of EC with those of leaf tissue, whole-genome bisulphite sequencing was performed for both tissue types. Bisulphite conversion rates were 99.59 and 99.72 % for leaf and EC libraries respectively, and global read coverage after mapping was 36-fold for the leaf library and 32-fold for the EC library (Suppl. Table S1).

Cytosine methylation in EC was found to be higher than in leaf for each cytosine context (Fig. 1A). This is consistent with previous reports that have shown genome-wide dispersed hypermethylation in callus cultures of *Arabidopsis*, maize and rice [37–39]. Most notable was the relatively high proportion (21.8 %) of CHH methylation in EC, which was very low (1.7 %) in the leaf tissue samples. To further study the genomic context of DNA hypermethylation in EC, we analysed methylation across TEs and genes separately. This required that we first annotate repeat loci in the reference genome based on sequence similarity with published *Vitis vinifera* repeat sequences, which yielded 222,411 annotations (Suppl. Fig. S1; the annotation track is available for download at DOI: 10.6084/m9.figshare.14709816).

**Fig. 1:**
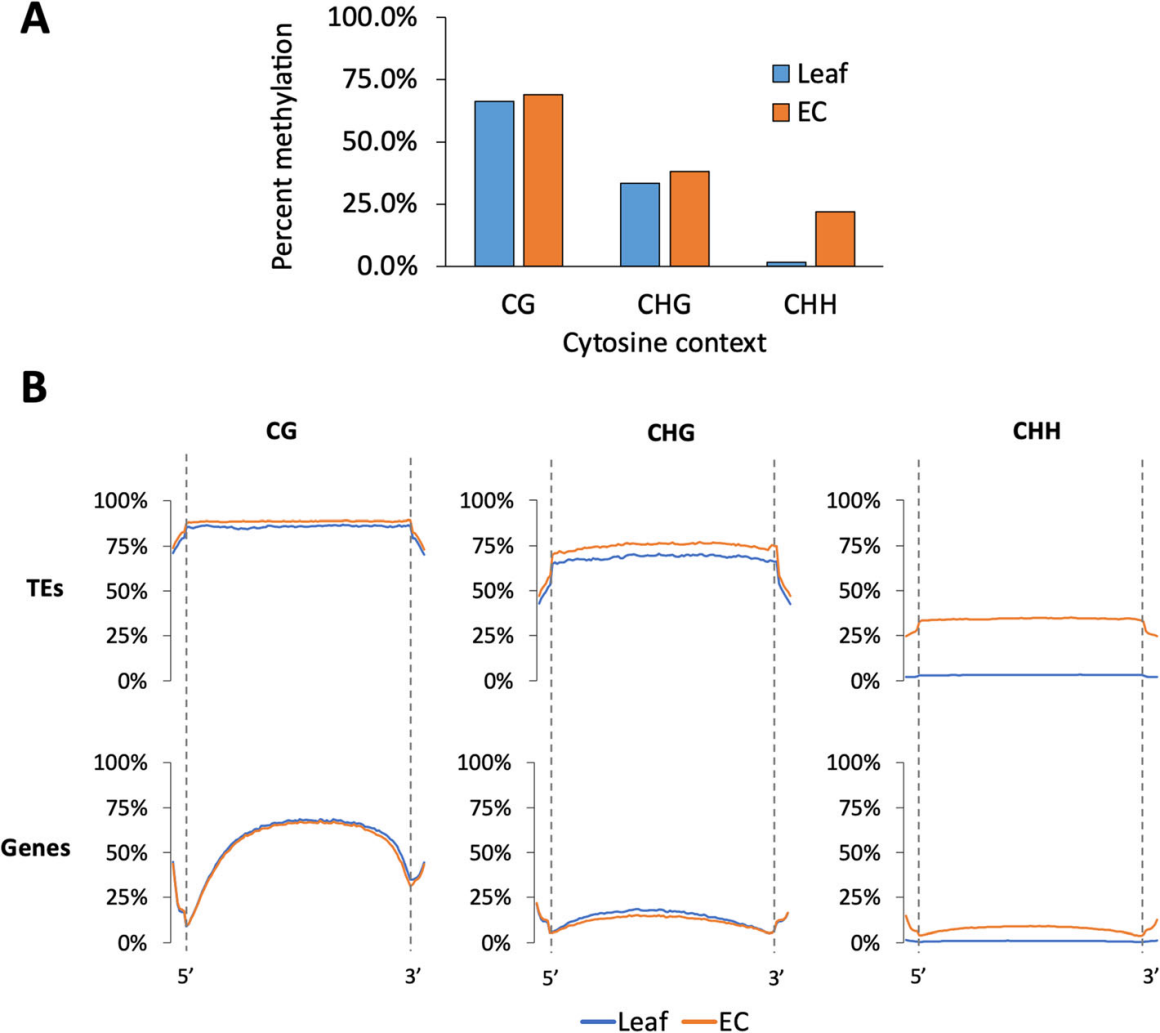
Cytosine methylation differences between leaf and EC. **A**: Global methylation by cytosine context for both tissue types. **B**: Profiles of DNA methylation across TE and gene feature types by cytosine context, with adjacent 1 kb flanking regions shown. Dashed lines indicate feature boundaries

In both tissue types, genes were more highly methylated than adjacent DNA in the CG context but less methylated than adjacent DNA in the CHG context (Fig. 1B). In contrast, regardless of tissue type or cytosine context, methylation across TEs was found to be higher than that of adjacent DNA. For CG and CHG contexts, methylation in EC was higher than that of leaf tissue across annotated TEs, but not across genes, indicating that the overall differences in global methylation percentages were associated with hypermethylation of TEs in the callus (Fig. 1B). The exception to this trend was CHH methylation. Although CHH methylation in EC was particularly high across TEs, CHH methylation across genes was also higher in EC than in leaves. A potential explanation for this is the presence of TEs containing hypermethylated CHH sites situated within genes. To determine whether this was indeed the case, we further analysed TEs that are co-located with genes (defined as those that overlapped gene annotations by at least 1 bp), which we termed ‘genic TEs’, and ‘intergenic TEs’ (those that do not overlap gene annotations) separately. By overlaying the TE and gene feature annotation sets, we found that 49,257 (21.9 %) of TEs overlapped annotated genes. Of the 31,845 gene features in the V 2.1 annotation set, 11,311 (35.6 %) were co-located with TEs. This indicates that in grapevine many TEs are dispersed through protein-coding regions of the genome.

Methylation in the CG context was found to be constitutively high across both genic TEs and intergenic TEs in leaf tissue and EC (Fig. 2A). However, while intergenic TEs generally had high GHC methylation in both tissue types, genic TEs showed a bimodal distribution, particularly in leaf tissue where TEs co-locating with genes were either highly CHG methylated or relatively unmethylated in this context. Interestingly, many genic TEs that had high CHG methylation in leaf tissue showed reduced methylation in EC. CHG methylation acts as a functional signal for TE silencing in plants, and loss of this signal can permit TE expression to disrupt nearby genes. This has been seen in the case of the MANTLED locus in oil palm, which is the site of a TE insertion related to the *Karma* rice retrotransposon in the intron of the homeotic gene DEFICIENS. Loss of CHG methylation at this locus leads to alternative splicing, resulting in a prematurely terminated gene transcript [31]. While a proportion of genic TEs demonstrated CHG hypomethylation in EC relative to leaves, intergenic TEs tended to show slightly higher CHG methylation in EC than in leaf tissue.

**Fig. 2:**
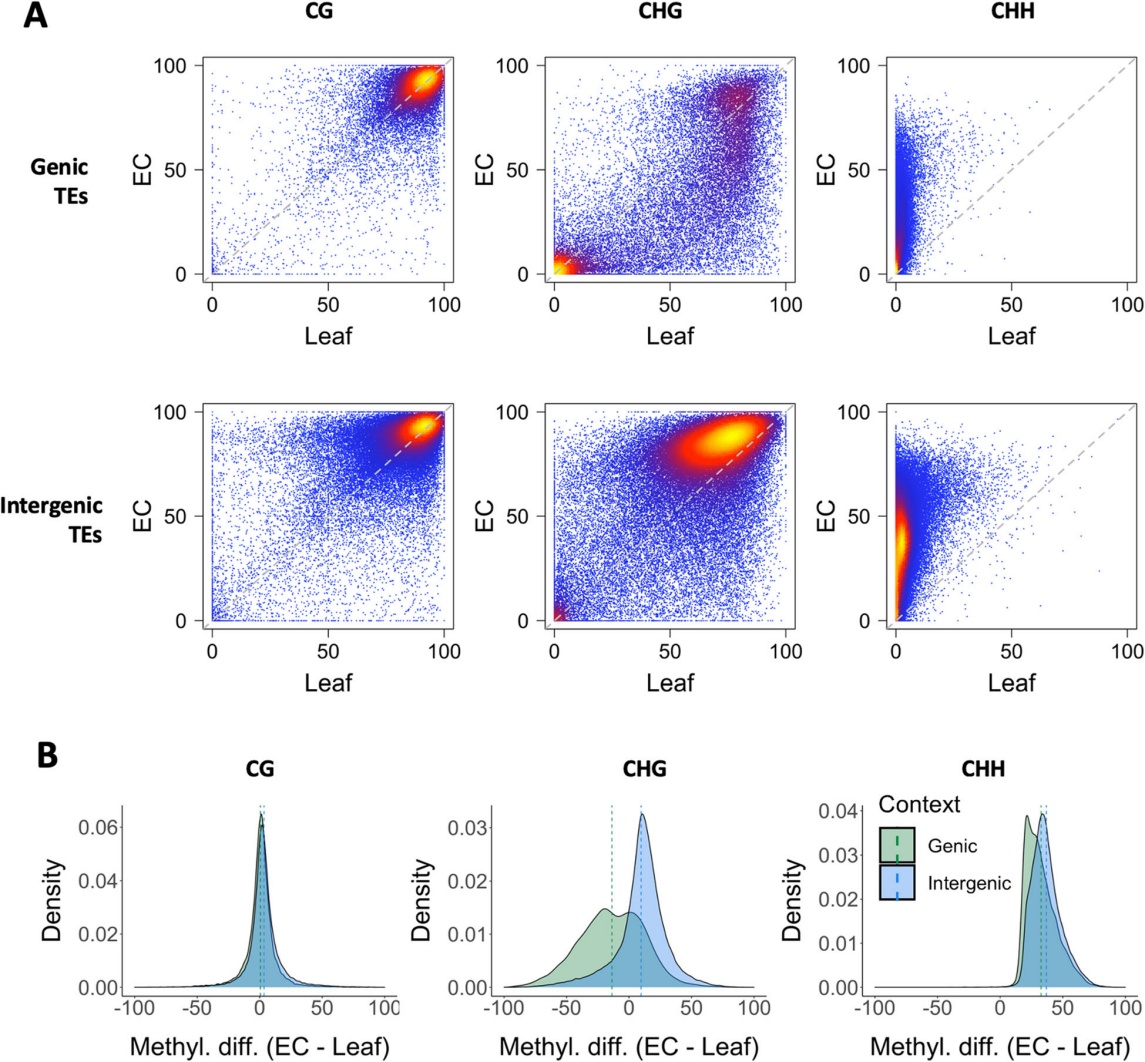
Comparison of TE methylation between EC and leaf. **A**: Density-coloured scatter plots show the percentage methylation for each TE feature in leaf vs. EC tissue across three cytosine contexts (CG, CHG and CHH). TEs co-locating with genes (genic TEs) are plotted separately to intergenic TEs for comparison. **B**: Density plots of fractional TE methylation differences between EC and leaf tissue, per cytosine context. Only features with at least 20 % methylation in at least one tissue type are included. Dotted lines indicate the mean methylation difference; density is in arbitrary units

Asymmetric CHH methylation, which is indicative of active *de novo* methylation, was largely absent in leaf tissue. In contrast, TEs in EC displayed significant CHH methylation, particularly across intergenic TEs (Fig. 2A). To better visualise the degree to which TEs varied in methylation between the two tissues, density plots were generated for all TEs with at least 20 % methylation in one tissue (Fig. 2B). While CG methylation of TEs appeared to be independent of co-located genes, intergenic TEs had higher CHG methylation in EC, whereas a large proportion of genic TEs showed lower CHG methylation. As described above, CHH methylation of TEs was higher in EC, with the effect greatest for intergenic TEs.

### High TE expression in EC

Since methylation in plants is functionally important for silencing TEs, we wanted to see if the observed genome-wide changes to TE methylation were associated with a corresponding difference in TE expression. To do this, we performed sequencing on triplicate RNA libraries from each tissue type. 

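RNA was taken from 3 EC samples and 3 leaf samples of the grapevine cultivar Chardonnay. EC is a proliferating mass of dedifferentiated cells, raised here from anthers and harvested 4 months after callus had formed, with cultures from 3 Petri dishes pooled per sample. Each leaf sample pooled 5 young leaves under 30 mm in diameter from the same vines. After depletion of ribosomal RNA, stranded libraries of 100 bp read pairs were sequenced on 1 lane, so lane and tissue were not confounded. The authors removed reads from tRNA and rRNA, mapped the rest to the PN40024 genome with multiple mapping positions allowed, and counted genes and TE families together with TEtranscripts, which divides a read that maps to several TE copies among the families. They deposited these counts without normalisation, for 31843 genes and 232 TE families. No count was recorded in any library for 3835 of the genes and 2 of the families. Counted reads ranged from 13123072 to 23642329 per leaf library (median 21914215) and from 22280342 to 24209752 per EC library (median 22572723). The 13123072 reads were those of leaf replicate 3. Across genes, the log2 counts of leaf replicates 1 and 2, scaled to library size, had a Pearson's r of 0.991, and the EC libraries had an r of 0.987 to 0.992 with one another. Leaf replicate 3 had an r of 0.827 with leaf replicate 1 and 0.813 with leaf replicate 2. Genes are not independent replicates, so these correlations carry no test. Differences between the tissues were tested with the quasi-likelihood method of edgeR on genes and TE families in 1 model, after scaling by the trimmed mean of M-values (TMM) and a filter on low counts that kept 21336 genes and 214 TE families. Adjustment for multiple testing followed Benjamini and Hochberg over genes and families together.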

The two genes with the highest read counts in leaf tissue were VIT_213s0019g0263 (mean 63,259 reads per million mapped) and VIT_207s0031g03000 (mean 8,480 reads per million mapped). Closer inspection revealed sequence homology with chloroplast genes *psbA* (photosystem II D1 protein) and *rbcL* (RuBISCO large subunit). This is likely due to over-assembly of the reference genome, as has been reported elsewhere [40]. Read counts for these two genes were removed from count tables prior to normalisation, in order to compare the expression of nuclear genes between the two tissues.

We found that the proportion of reads mapping to TEs was significantly higher (*p* < 0.001) in RNA libraries of EC (9,278 ± 508 reads per million), compared with those from leaf (3,820 ± 735 reads per million). 

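TE families held 15483 ± 1377 reads per 1000000 counted reads (RPM) in leaf and 30687 ± 1387 RPM in EC (SD, n = 3 libraries each), which is 1.55% and 3.07% of the reads. The paper does not name the denominator of its levels, so these may not be like values. Over both mates of all sequenced pairs, a choice made after seeing the values, the levels were 3971 ± 795 in leaf and 9594 ± 581 in EC (SD, n = 3). The ratio of the mean RPM was 1.98, with an SD of 0.166 over the ratios of each EC to each leaf library. The leaf libraries stood at 14684 (95% Wilson interval 14635 to 14732), 14692 (14642 to 14742) and 17072 (17002 to 17143) RPM for replicates 1, 2 and 3. The EC libraries stood at 29363 (29293 to 29432), 30571 (30499 to 30642) and 32129 (32059 to 32199). These intervals cover counting error only, since the reads of a library are not independent molecules. Between 224042 and 777834 reads per library lay behind these values. Every EC library lay above every leaf library, and a two-sided exact permutation test gave p = 0.1, the smallest value that 3 libraries against 3 allow. The choice that moved the ratio most was the denominator: over library sizes scaled by the TMM factors of the gene and TE counts, the levels were 18841 ± 6204 in leaf and 26119 ± 771 in EC (SD, n = 3), a ratio of 1.39, and leaf replicate 3 at 26005 reached the range of the EC libraries (exact permutation test, p = 0.3). The paper asked whether the changes in TE methylation were associated with a difference in TE expression. Integrating TE expression with its small RNA and methylation data, it proposes a model in which the increase in TE transcripts in EC triggers het-siRNAs specific to the transcribed TEs.

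**Figure D1:**
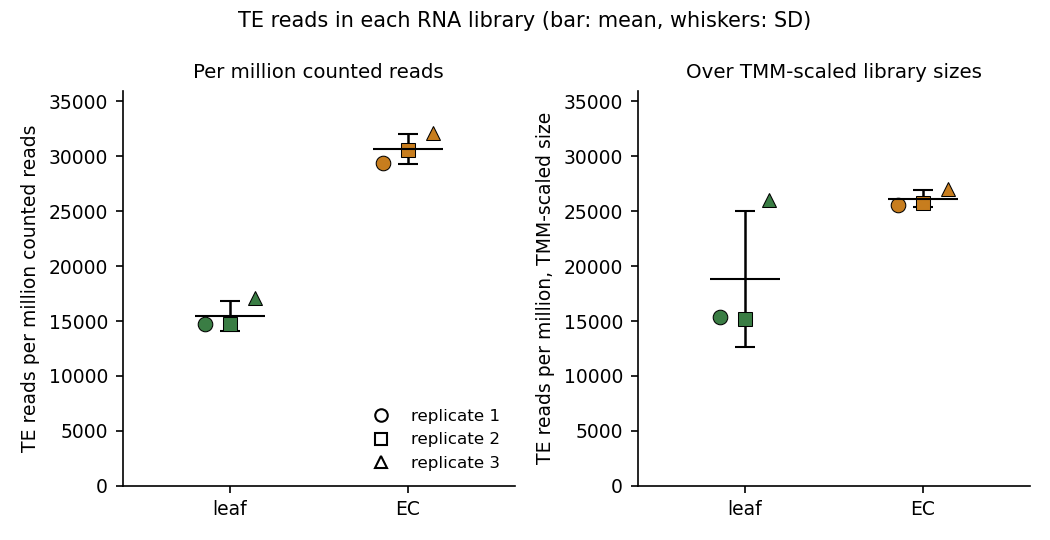
TE reads per 1000000 reads in each RNA library, with the tissue on the horizontal axis. Symbols give the replicate, the horizontal line the mean and the whiskers the SD (n = 3). Over counted reads (left) the 3 EC libraries lie above the 3 leaf libraries; over TMM-scaled library sizes (right) leaf replicate 3, at 26005, lies among them.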

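Of the 21336 genes tested, 11562 had an adjusted p under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 6275 with the higher level in leaf and 5287 with the higher level in EC. With a change of at least 2-fold required as well, as the paper's methods define DE genes, 9070 remained, of which 5388 were higher in leaf and 3682 in EC. DESeq2, the tool of the paper's methods, called 10893 genes with that limit and 14273 without it. The paper's number, 14229, lies near the latter, so 9070 may not be a like count for it. In 14863 of the tested genes (69.7%) the 3 libraries of one tissue all lay above the 3 of the other, against the 10% that chance gives. The count at any fold change moved most without leaf replicate 3, to 17811 genes, and the count of genes that also changed 2-fold moved most when 10 counts were required in every library, to 5509. The median log2 fold change of all tested genes was −0.05 with TMM factors and 0.40 with library sizes alone. Under the second scaling more of the DE genes were higher in EC (5699) than in leaf (4373). The gene with the largest rise, VIT_205s0020g02120, had no count in leaf and 451, 1106 and 918 counts in the EC libraries, which was at least 87.2-fold higher in EC (adjusted p = 0.00183, edgeR). VIT_201s0011g05130 was next, at least 69.1-fold higher in EC (adjusted p = 0.00202, edgeR). The largest falls were in VIT_215s0048g02500 and VIT_214s0066g00070, each with 0 counts in EC. VIT_215s0048g02500 had 1329, 1074 and 6270 counts in the leaf libraries and was at least 2411-fold lower in EC (adjusted p = 0.0165, edgeR). DESeq2 gave it no adjusted p. VIT_214s0066g00070 had 7299, 6249 and 552 counts in leaf and was at least 1962-fold lower in EC (adjusted p = 0.00379, edgeR). The 2411-fold bound rests mostly on leaf replicate 3, the library with 6270 counts. Without that library the log2 fold change of VIT_215s0048g02500 went from −15.6 to −13.4. That of VIT_214s0066g00070 went from −15.3 to −15.9, which made it the larger fall of the pair. No table used here pairs these identifiers with gene names.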

Differential expression analysis identified 14,229 differentially expressed (DE) genes, with 8,210 more highly expressed in leaf and 6,019 more highly expressed in EC (Fig. 3A; Suppl. Table S2). 

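Among the 214 TE families tested, 78 were higher in EC and 15 higher in leaf at an adjusted p under 0.05 (edgeR quasi-likelihood test, Benjamini-Hochberg), without the 3 Caulimovirus families. The median log2 fold change of the tested families was 0.57. In 129 families (60.3%) the libraries of the tissues did not overlap, against 10% by chance. The 5 largest rises among families with such a separation were in Copia-95, Copia-70, Copia-52, Copia-50 and MULE-Mutavine-18, with log2 fold changes of 4.73, 3.66, 3.55, 3.54 and 3.31. Copia-95 rose from 0.567 ± 0.113 to 14.9 ± 2.38 counts per 1000000 of TMM-scaled library size (SD, n = 3), with a standard error of 0.27 on the log2 scale and an adjusted p of 2.81e-04 (edgeR). Its counts were 11, 11 and 6 in the leaf libraries and 440, 404 and 354 in the EC libraries. MULE-Mutavine-18, with 6265 to 6634 counts per EC library, had an adjusted p of 0.00192 (edgeR, standard error 0.41). The 5 largest falls were in CACTA-4, CACTA-9, Gypsy-18, Copia-37 and Copia-61, with log2 fold changes of −2.79, −2.70, −2.69, −2.15 and −1.93. Gypsy-18 fell from 584 ± 175 to 90.6 ± 1.07 counts on that scale (SD, n = 3; adjusted p = 0.00112, edgeR). CACTA-9, with 10 to 25 counts per EC library and 11 in leaf replicate 3, had an adjusted p of 0.0241 (edgeR, standard error 0.72). It did not pass with library sizes alone, with the replicate number as a block, or with any single library other than leaf replicate 3 left out. Copia-37 and Copia-61 did not pass with any one of the EC libraries left out, nor did Copia-61 with the replicate block. The numbers depended on the libraries kept and on the scaling. Without leaf replicate 3, 152 families were higher in EC and 24 in leaf, and with library sizes alone 139 and 7. With any other single library left out, 38 to 46 families were higher in EC and 5 to 12 in leaf. With the replicate block the numbers were 55 and 7. A model of the TE families alone, with library sizes and TMM factors from their own counts, gave 42 higher in EC and 46 higher in leaf. That scaling centres the families near a log2 fold change of 0, so its near-even split compares families with one another and does not bear on their level relative to genes.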

Of the 105 differentially expressed TE families identified, 85 were more highly expressed in EC (Fig. 3B C; Suppl. Table S3). 

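Families with an adjusted p under 0.05 and the higher level in EC (edgeR, Benjamini-Hochberg) were found in Copia (28), Gypsy (12), CACTA (5), hAT (10), Harbinger (6), Helitron (1) and MULE (16). Families higher in leaf were found in Copia (8), Gypsy (3), CACTA (2) and MULE (2). With library sizes alone, and without leaf replicate 3, LINE families were also among those higher in EC. The table holds 1 Helitron family, with 1.11 ± 0.223 RPM in EC and 0.224 ± 0.0525 in leaf (SD, n = 3), and it did not pass with the replicate block or without EC replicate 3, and was not tested where 10 counts were required in every library. Summed over all its families, Copia rose from 4248 ± 616 RPM in leaf to 8345 ± 379 in EC (SD, n = 3), a ratio of 1.96. Over TMM-scaled library sizes the Copia ratio was 1.36 and the libraries of the tissues overlapped. The ratio was 2.40 for MULE (1309 ± 60.7 to 3146 ± 23.0 RPM), 2.51 for Harbinger (302 ± 24.2 to 758 ± 84.2), 2.14 for hAT (509.9 ± 40.6 to 1093 ± 47.5) and 2.05 for CACTA (192 ± 16.9 to 393 ± 11.3). Gypsy rose from 2684 ± 149 to 3760 ± 36.8 RPM, a ratio of 1.40, and this direction was not kept over TMM-scaled library sizes, where its ratio was 0.985 and the libraries overlapped as well. For Copia and Gypsy alike, leaf replicate 3 was the only leaf library above EC libraries on that scale, and its TMM factor was the lowest (0.658). Without it, 29 of the 35 tested Gypsy families were higher in EC and 4 in leaf (edgeR, adjusted p under 0.05). In every superfamily, LINE and Caulimovirus included, the EC libraries lay above the leaf libraries in RPM (two-sided exact permutation test, p = 0.1, the smallest possible; Benjamini-Hochberg adjusted p = 0.1 over 9 superfamilies).

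**Figure D2:**
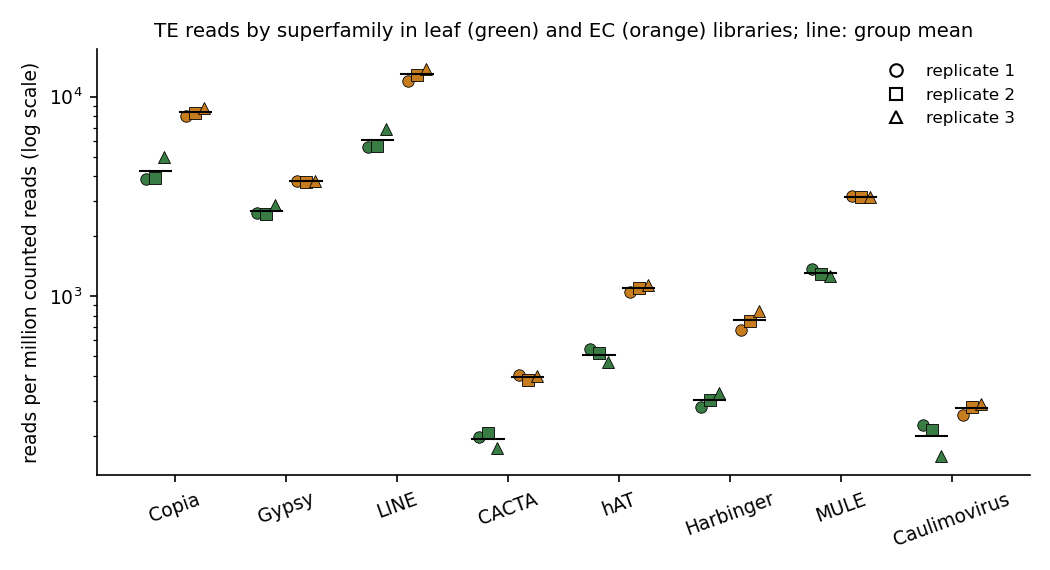
Reads per 1000000 counted reads (log scale) of 8 superfamilies in the 3 leaf (green) and 3 EC (orange) libraries, with symbols for the replicate and a line for the mean; Helitron, near 1 RPM, is not drawn. The EC libraries lie above the leaf libraries in each, a separation that Copia, Gypsy and Caulimovirus did not keep over TMM-scaled library sizes, where the ratio of Gypsy was 0.985. For Copia and Gypsy, leaf replicate 3 was the only leaf library above EC libraries on that scale.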

Each of the transposon superfamilies, with the exception of LINEs, included TE families more highly expressed in EC compared with leaf tissue (Fig. 3C & D). 

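The 10 LINE families, VLINE1 to VLINE10, had log2 fold changes between 0.41 and 0.76 with standard errors between 0.24 and 0.34, and adjusted p-values between 0.0856 and 0.232 (edgeR, Benjamini-Hochberg). At an unadjusted p under 0.05 the number of LINE families was also 0 in this fit, and the lowest unadjusted p was 0.0521 (edgeR), that of VLINE8. Some other fits of all libraries had LINE families under that level. With DESeq2, VLINE3 and VLINE8 had an unadjusted p of 0.0426 and 0.0354 (Wald test) and an adjusted p of 0.0713 and 0.0604. All 10 log2 fold changes were above 0 under each scaling of genes and TE families together, whereas in the model of TE families alone, which centres the families near 0, 6 of 10 were above 0, between −0.16 and 0.22, and VLINE7 passed with a lower level in EC. LINE families held many reads, with 15032 to 56658 counts per library on VLINE1, so the depth of counting did not limit these tests. Summed over the families, LINE counts per 1000000 of TMM-scaled library size were 5819, 5854 and 10476 in leaf replicates 1, 2 and 3, and 10485, 10879 and 11607 in the EC replicates. In 5 of the 10 families the EC libraries all lay above the leaf libraries. Without leaf replicate 3, all 10 families had an adjusted p under 0.05 (edgeR), with log2 fold changes between 0.67 and 1.18, and with each other library left out the number was 0. With library sizes alone all 10 families passed as well. Over counted reads, LINE families stood at 6038 ± 729 RPM in leaf and 12916 ± 887 in EC (SD, n = 3), a ratio of 2.14.

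**Figure D3:**
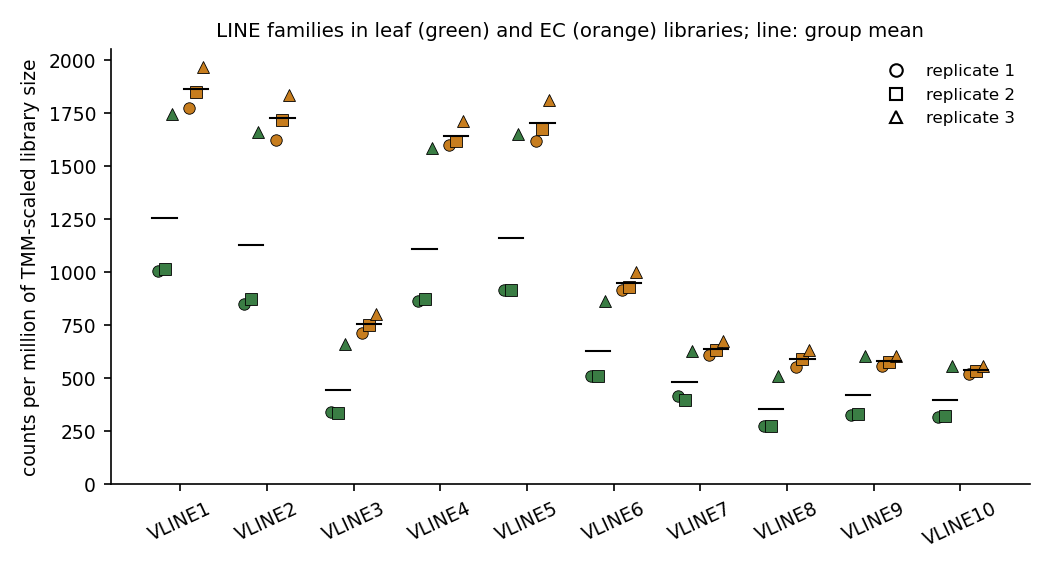
Counts per 1000000 of TMM-scaled library size for the 10 LINE families in the 3 leaf (green) and 3 EC (orange) libraries, with symbols for the replicate and a line for the mean. In each family leaf replicate 3 (triangle) lies apart from the other leaf libraries and near the EC libraries.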

Although differential expression of LINE elements did not cross the threshold for significance, all LINE families had higher mean expression among EC replicates compared with leaf replicates (Suppl. Table S3).

**Fig. 3:**
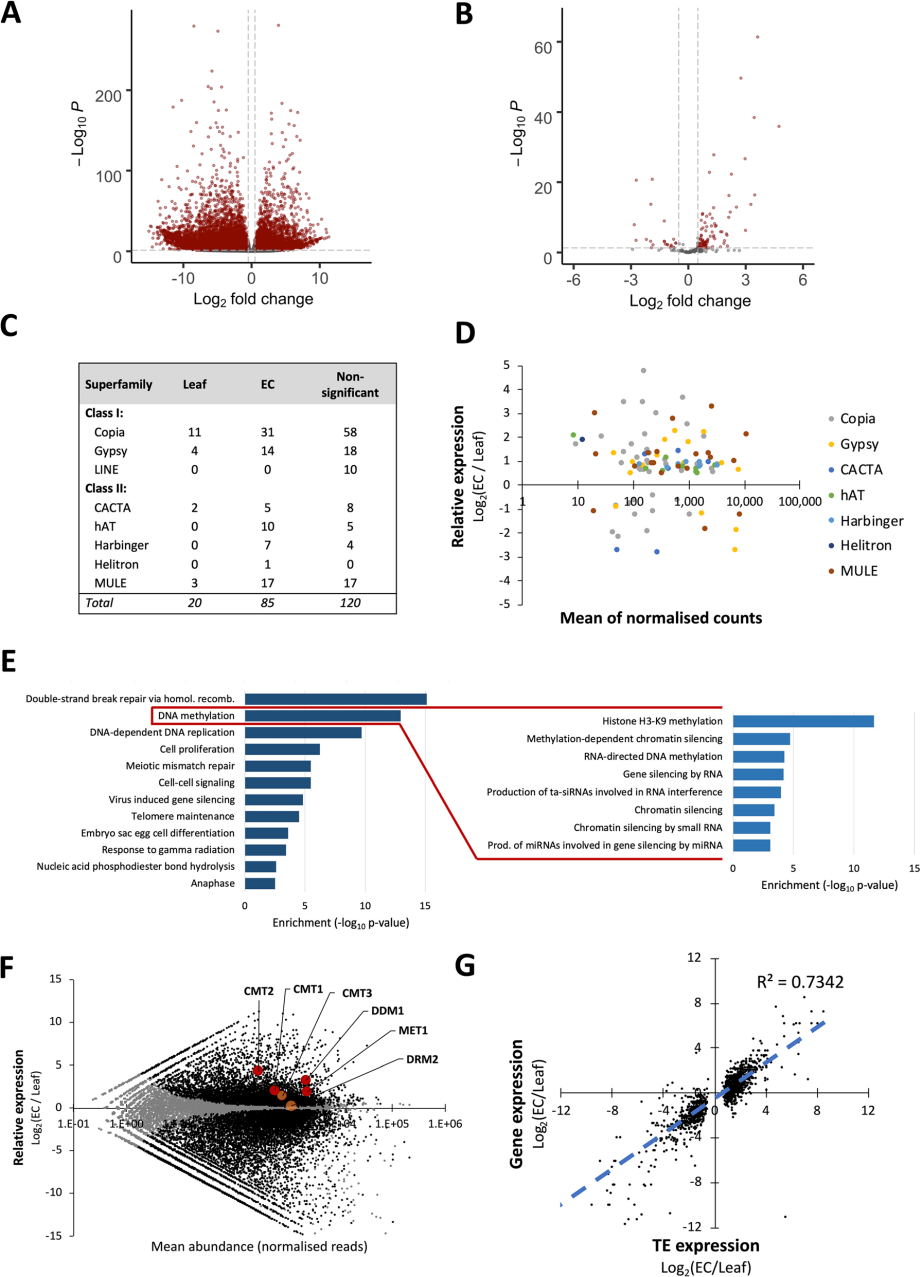
Transcription of TEs in grapevine EC, compared with leaf. Volcano plot of gene differential expression analysis for **A**: Genes and **B**: TEs. Features significantly DE (*p* < 0.05) with |Log2 Fold Change (EC/Leaf)| > 2 are highlighted in red. **C**: Counts of TE families with relatively higher expression levels in each tissue type. **D**: m-a plot of TE families differing significantly in expression between leaf & EC tissue, coloured by TE superfamily. **E**: GO terms enriched among DE genes highly expressed in EC relative to leaf, grouped by similarity. Enriched terms grouping under “DNA methylation” are shown in the expansion to the right. **F**: m-a plot of gene expression (expression in EC / expression in leaf ). Genes not passing the significance threshold (adjusted *p* < 0.05) are shown in grey. DNA methyltransferase genes are highlighted in red where significantly DE and in orange where no significant difference is observed. **G**: Relative expression of DE TEs between tissue types, compared with the relative expression of co-located DE genes

Genes more highly expressed in EC were summarised into 12 ontological categories by enrichment analysis. These categories showed an overall upregulation of genes associated with the functions of DNA replication and cell division (Fig. 3E). Grouped within the second most enriched category, ‘DNA Methylation’ (GO:0006306), were 8 other significantly enriched GO terms associated with epigenetic activity (Fig. 3E, inset) These ontologies cover the breadth of small-RNA driven chromatin modification and DNA methylation described above, including RdDM. Genes more highly expressed in leaf grouped into 36 ontological categories, including terpenoid production, defence response and photosynthesis (Suppl. Fig. S2). To further determine how the observed hypermethylation of DNA in EC relative to leaf might relate to gene expression, we compared the expression of DNA methyltransferase genes previously described in grapevine [41]. Of these, *DDM1*, *CMT1*, *CMT2* and *MET1* were found to be more highly expressed in EC, while DRM2 and CMT3 showed no significant difference (Fig. 3F).

Since TEs exist as multiple copies in individual genomes, short sequencing reads frequently map to multiple genic loci. In order to quantify TE transcript abundance, bioinformatic tools such as TEtranscripts count ambiguously mapped reads to compare the expression of TEs at the family level, rather than individual insertions. Given the significant differences between the methylation profiles of genic and intergenic TEs, we wanted to know whether there was any relationship between the expression of specific TE loci and the transcription of co-located genes. To determine this, DE analysis was subsequently performed using only uniquely mapping reads. Of the 2,278 discrete genic TE loci (TE loci overlapping annotated genes) that passed the significance threshold for differential expression using this approach, 1,576 (69 %) were co-located with genes also passing the threshold for significant DE. Expression of TEs was closely correlated with that of co-located genes, providing evidence that in general the transcription levels of individual TEs are linked to the level of transcription of the genes within which they are located (Fig. 3G).

### Heterochromatic siRNAs accumulate in EC

Sequence-specific recognition of TEs for RdDM and PTGS depends on the presence of small RNAs to guide protein complexes to their targets. Our comparison of the DNA methylation profile and transcriptome of grapevine EC with leaf tissue demonstrated a marked difference with regards to TE silencing across the genome. To interrogate the dynamics of the host cell’s TE repression in these tissues we decided to sequence the sRNA complement present.

After adapter trimming and quality and fragment length filtering, 85 and 69 % of the reads remained for the leaf and EC small sequencing libraries respectively (Suppl. Table S4). Micro RNAs (miRNAs) accounted for 2,040,584 reads in the leaf library (25.9 % of total reads), but only 27,896 reads (0.4 %) of the EC library. Of the miRNA expressed in leaf tissue, 33.3 % were from a single miRNA family, miR166, as previously reported [42]. To compare the abundance of siRNAs apart from this difference in miRNA expression, siRNA were normalised to the size of read libraries after miRNA removal.

After removing miRNAs, 21 nt siRNAs, which are associated with both non-canonical RdDM (TGS) and RNAi (PTGS), were found to be higher in leaf tissue (Fig. 4A). In contrast, 24 nt het-siRNAs, which initiate canonical RdDM, were higher in EC. The mapped siRNA were clustered by ShortStack into a total of 89,597 DicerCall clusters in leaf and 227,847 DicerCall clusters in EC. To determine the location bias of the clusters, GAT was used to asses enrichment across three feature types: genes, promotors (regions 2 kb upstream of genes) and TEs. In leaf tissue, 21 nt siRNA clusters were found to be enriched in genes and depleted in TEs, whereas 23 and 24 nt siRNA clusters were depleted in genes and enriched in promoters and TEs (Fig. 4B). EC showed depletion of siRNA clusters of all sizes except 21 nt in genes and their promoters but an enrichment for clusters of all siRNA sizes in TEs, with 24 nt siRNAs most enriched.

**Fig. 4:**
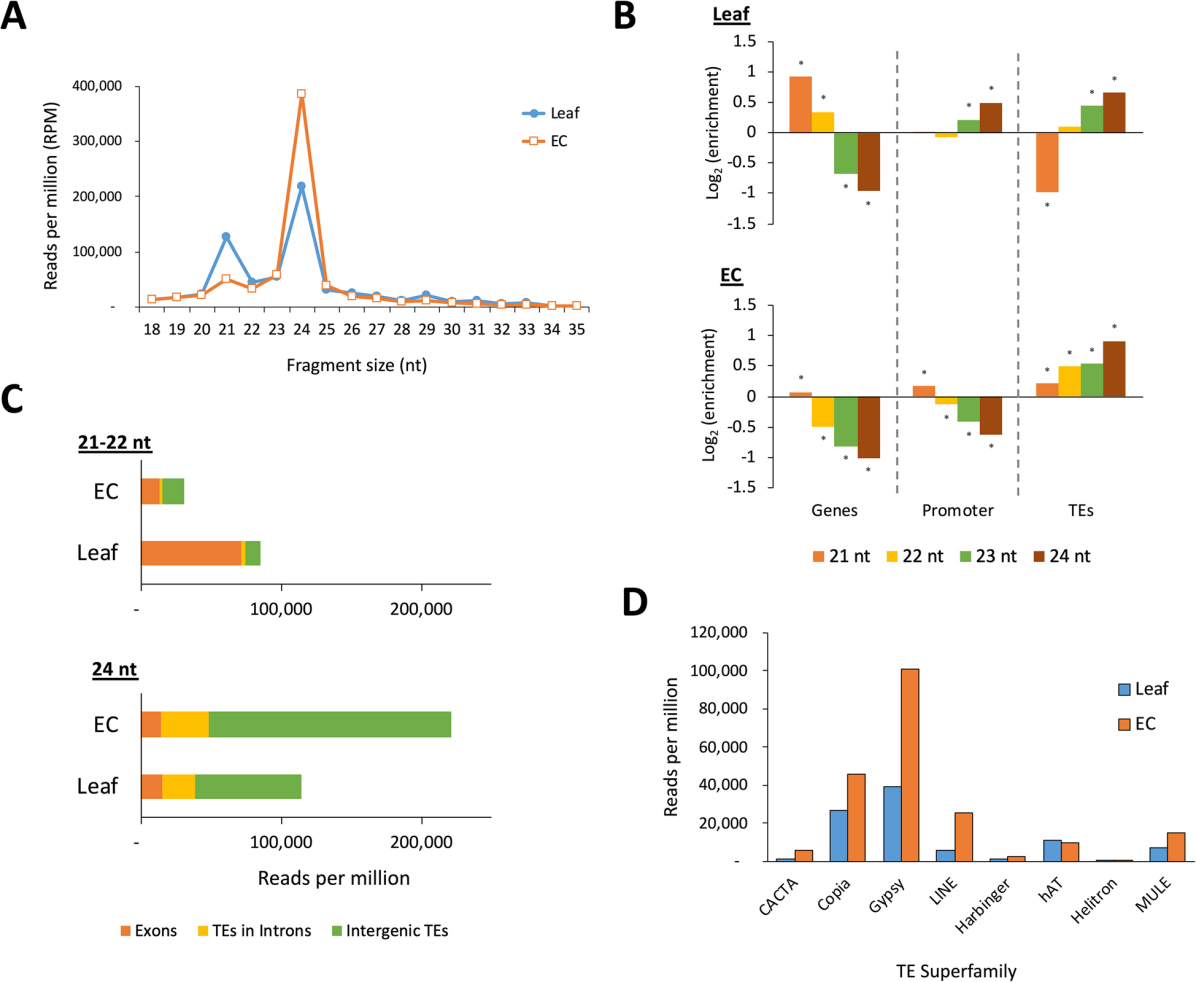
Small RNA abundance in leaf and EC tissue **A**: Size distribution of siRNAs in each tissue type in reads per million (RPM) after miRNA filtering. **B**: Enrichment analysis of siRNA DicerCall clusters across genomic features (* indicates significance at *p* < 0.01). **C**: Feature mapping for siRNAs by size category, normalised as RPM. **D**: Counts of 24 nt siRNA reads mapping to each TE superfamily, for each tissue type (in RPM)

For 21–22 nt siRNAs, which include secondary and phased small RNAs, the relatively higher abundance in leaf was due to sequences associated with gene exons (Fig. 4C). However, the increase in 24 nt siRNAs in EC was particularly associated with TEs, mostly in intergenic space. As in the case of the mRNA transcript libraries, the relative abundance of 24 nt sRNAs was not limited to individual TE superfamilies. Rather, the increase in het-siRNAs was associated with Gypsy, Copia, LINE, CACTA & MULE superfamilies, with those mapping to Gypsy elements accounting for 56.2 % of the difference in 24 nt siRNAs between the two tissue types (Fig. 4D).

Integrating all three datasets showed that in EC the increased TE expression, siRNA abundance and CHH methylation relative to leaf are associated with the same TE families (Fig. 5). Furthermore, the TE families that were more abundant in the grapevine genome appeared to be those for which the expression and *de novo* silencing responses were highest.

**Fig. 5:**
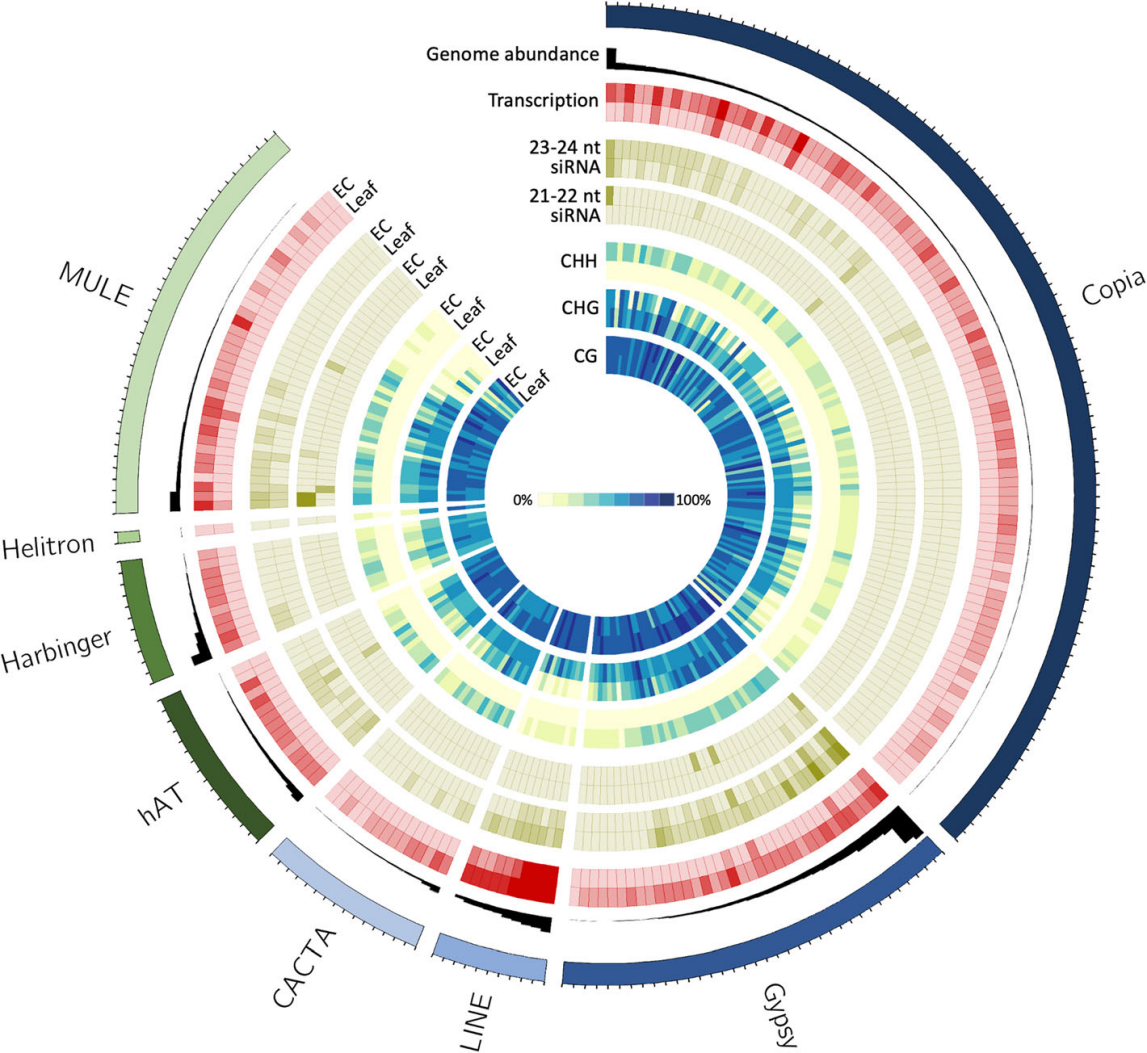
Transcription, small RNA abundance and methylation in embryogenic callus and leaf by TE family. Mean data is reported per TE family, which are represented by outer tick marks, grouped by superfamily and sorted in order of repeat abundance in the *Vitis vinifera* genome. Tracks, starting from the outside are: *Vitis vinifera* TE families, grouped by superfamily (ideograms); number of copies per genome (black histogram); normalised transcript abundance (red heat maps); normalised 21–22 nt siRNA abundance (outer brown heat maps); normalised 21–22 nt siRNA abundance (inner brown heat maps); mean CHH methylation, mean CHG methylation and mean CG methylation (yellow to blue heat maps, see scale in the centre)

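For the RNA track of Fig. 5, the spread of families within each superfamily can be given from the counts. Of the tested families, 69 of 97 Copia, 25 of 35 Gypsy, 9 of 13 CACTA, 13 of 14 hAT and 25 of 30 MULE families had a log2 fold change above 0, as did all 11 Harbinger families and the Helitron family. The medians over families were 0.40 for Copia, 0.63 for Gypsy, 0.47 for CACTA, 0.67 for hAT, 0.82 for Harbinger and 0.79 for MULE. These directions are relative to the typical gene. Scaling the TE families against one another shifts all of them down together, to medians of −0.13 for Copia, 0.07 for Gypsy, 0.02 for LINE, −0.09 for CACTA, 0.06 for hAT, 0.26 for Harbinger and 0.15 for MULE, and these give the level relative to other TE families, not to genes. Small RNA and methylation were not analysed here.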

## Discussion

Tissue culture, including somatic embryogenesis, has long been recognised to have a mutagenic effect on plant genomes that is mediated by TE activity [43–46]. This fact can frustrate efforts to recover specific genotypes following tissue culture [47, 48]. Tang and colleagues, for example, found that somaclonal mutations were far more abundant than off-target mutations in genome-edited rice lines [49]. But TE-derived somaclonal variation has the potential to provide valuable diversity [50]. In rice the *Copia*-type retrotransposon *Tos17*, which is stimulated by prolonged tissue culture and has been shown to preferentially insert into gene-rich regions, has been used to produce a population of over 47,000 insertion mutants [51]. Similarly, tissue culture induced transposition of *LORE1* has been used for saturation mutagenesis in *Lotus japonicus* [52]. This diversity is particularly attractive as a source material from which to make selections when other crop improvement techniques are limited. In the case of grapevine, for example, the fact that varietal identity is a premium indicator of wine quality means that support for breeding approaches is limited for commercial reasons.

Since Barbara McClintock’s discovery of “dissociation” (*Ds*) elements in maize [53], most studies investigating the role of transposition in somatic mutagenesis have focussed on individual TE families. This is because most active transposons were identified and characterised following the observation of an atypical phenotype. However, the advent of massively-parallel sequencing techniques, together with publicly available reference genome assemblies, enable the expression and silencing of the entire mobilome (mobile portion of the genome) to be studied simultaneously. To do this, we used three sequencing approaches to characterise the methylation, transcription and small RNA-targeting of TEs in EC cultures. We compared these with leaf tissue, a terminally differentiated tissue frequently used as a reference for studies comparing the methylation of different plant tissues and species [39, 54–57].

The genome-wide methylation levels observed in leaf samples were comparable to those that have been previously reported for *Vitis vinifera* [55]. The most distinctive difference between the epigenetic state of EC and leaf tissue was the relative abundance of CHH methylation in EC cells, which was almost absent in leave tissue. Increased CHH methylation has been previously reported in totipotent cell cultures of rice (*Oryza sativa*) [37] and sugar beet (*Beta vulgaris*) [54], *Arabidopsis* embryos [58] and soybean (*Glycine max*) seeds [57], although at lower levels than reported here (17 %, 14 %, 5 and 9 % respectively). Elevation in CHH methylation appears to accompany dedifferentiation in plant cells, though the high levels are not typically retained in plants regenerated from these tissues [58].

In plants, asymmetric CHH methylation is catalysed by heterochromatin-targeting CMT2 and by the 24 nt siRNA-guided Pol IV-RdDM pathway. In this study we found that CMT2 was more highly expressed in EC than leaf and that TEs in intergenic regions carried higher CHH methylation than those within genes (Fig. 2A). The relatively long 24 nt siRNAs were also found to be most abundant in EC (Fig. 4A), and these het-siRNA were enriched around TE features (Fig. 4B). These findings suggest both CMT2 and RdDM contribute to high CHH methylation in EC. While TE-specific CHG methylation was higher overall in EC than in leaf (Fig. 1 A), no difference was seen in the expression of CMT3, which maintains CHG methylation following DNA replication. Interestingly, TE methylation in this context was dependent on the genomic context of the TEs. The majority of genic TEs had lower methylation in EC, but TEs in intergenic regions generally had higher CHG methylation (Fig. 2B). These results suggest that in EC cultures, the context of TEs with regard to genes is an important factor in determining whether they are silenced, which led us to analyse whether transcription of TEs depends on the transcription of co-located genes. Transcript libraries obtained from EC contained approximately twice the proportion of TE-mapping reads as those from leaf tissue. 

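TE reads rose by 15205 RPM (reads per 1000000 counted reads) from leaf to EC. RPM were higher in EC for 199 families and lower for 31, and over TMM-scaled library sizes the mean was higher in EC for 174 of the 230 families with counts. The family with the largest gain carried 7.64% of the net rise, the 3 families with the largest gains 21.9% and the 10 families with the largest gains 52.8%. Of those 10 families, 7 were LINE and 2 were Copia. The largest gains were in LINE-VLINE1, LINE-VLINE2 and LINE-VLINE5. The largest losses were in Gypsy-18, Gypsy-19 and MULE-Jithouse-3, and the log2 fold changes of the last pair were −1.85 (standard error 0.20, adjusted p = 0.00124, edgeR) and −1.22 (standard error 0.21, adjusted p = 0.00492, edgeR). By superfamily, LINE carried 45.2% of the rise, Copia 26.9%, MULE 12.1%, Gypsy 7.07%, hAT 3.84%, Harbinger 3.00% and CACTA 1.32%. Of the TE reads in leaf, LINE already held 39.0%, Copia 27.4%, MULE 8.46% and Gypsy 17.3%. The large LINE share of the rise thus mostly follows its level in leaf, and without LINE families the EC over leaf ratio of TE RPM was 1.88. Families with an adjusted p under 0.05 and the higher level in EC (edgeR, Benjamini-Hochberg) gained reads equal to 31.8% of the rise, those higher in leaf changed by −6.50%, a net of 25.3%, and the other families carried 74.7%. Without leaf replicate 3, the families that then passed carried 99.3%. The rise is in RPM whereas these calls use TMM factors, so part of the 74.7% may come from this difference in scaling. With library sizes alone, the scaling of RPM, 139 families were higher in EC and 7 in leaf, all 10 LINE families among the former. Of the 214 families tested, 164 had a log2 fold change above 0.

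**Figure D4:**
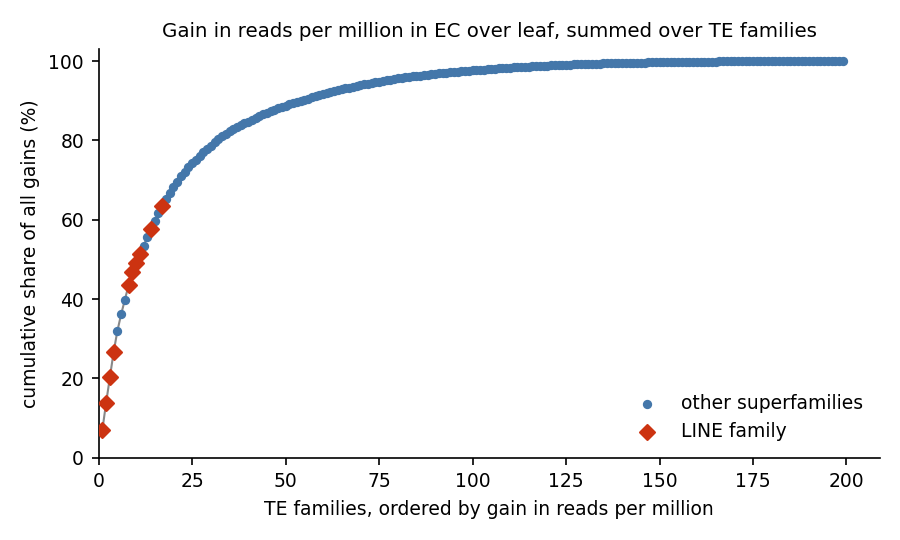
Cumulative share of all gains in RPM (vertical axis, percent) over the 199 TE families with a higher mean in EC than in leaf, ordered from the largest gain (horizontal axis). Each point is a family, with the LINE families as diamonds, and 7 of the first 10 points are LINE families. In leaf, LINE families already held 39.0% of the TE reads. With all libraries, TMM factors of genes and TE families, the default filter and no replicate block, no LINE family had an adjusted or an unadjusted p under 0.05 (edgeR). All 10 LINE families had an adjusted p under 0.05 with library sizes alone, and also without leaf replicate 3.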

The relative abundance of TE transcripts was not due to high copy numbers of a few TE families. Rather, most TE families (85 out of 122) were significantly more highly expressed in EC. Analysing only unique-mapping transcript reads revealed that the majority of DE TEs were indeed co-located with DE genes.

By integrating the three data types, we suggest a descriptive model for the epigenetic state of TEs in grapevine EC. In these cultures, a diverse set of genic TEs are co-transcribed with the genes in which they lie. This appears to be associated with a reduction in CHG methylation across these elements. The increase in TE transcript abundance triggers a response in the form of het-siRNAs with sequence-specificity for the transcribed TEs. Consequently, the genome experiences a burst of CHH methylation via Pol IV-RdDM, leading intergenic TEs across the genome to be silenced in *trans* (Fig. 6). The genic context of TEs is key to understanding the finding that TEs in EC are both more methylated and more highly transcribed than in leaves. This finding seems at odds with the general belief that a primary function of epigenetic modifications (particularly CHG methylation, in the case of plants) is to silence TEs. However as discussed above, genic TEs in EC were relatively hypomethylated, but since there are far more intergenic TE copies which are hypermethylated, the total, aggregated methylation of TEs in EC was higher than in leaf. The reason that EC has reduced CHG methylation at genic TEs is not known, but a similar observation has previously reported in the case of the *Bad Karma* allele in oil palm [31]. The cause does not appear to be a decrease in CMT3 expression. It is notable the EC cells contained lower 21–22 nt siRNA abundance than leaf, and that the enrichment of 21 nt siRNA clusters across genes that was seen in leaf was almost absent in EC.

**Fig. 6:**
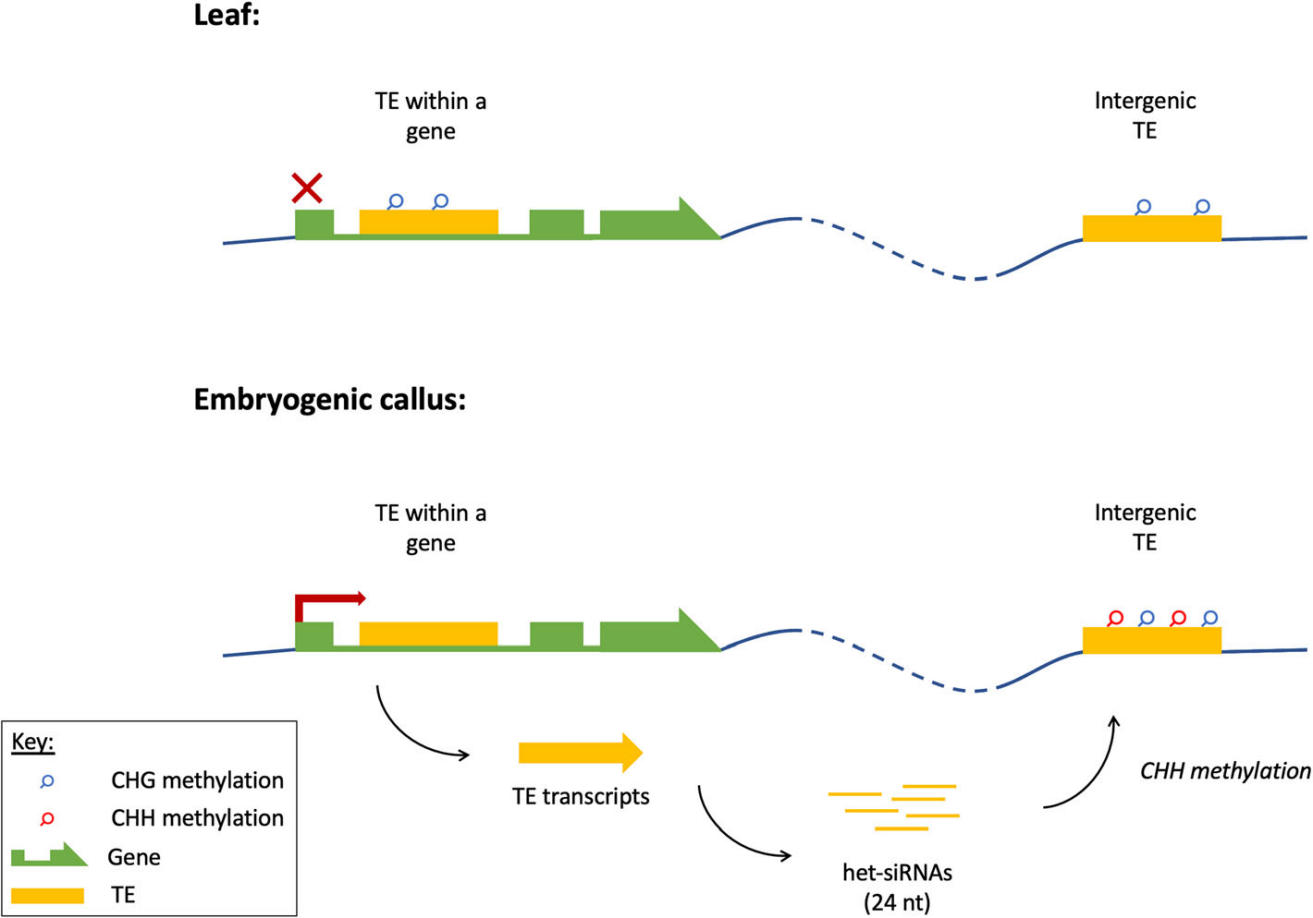
A schematic overview of TE expression and silencing in leaf and EC. In leaf tissue, TE expression is generally low, with both genic and intergenic TEs methylated in CHG context. In EC, genic TEs have reduced CHG methylation and are transcribed with the genes in which they are co-located. This triggers RdDM, in which the TE transcripts are processed into 24 nt het-siRNAs that guide *trans* silencing of repeat sequences across the genome

In plants, a general increase in TE expression is known to occur during DRTS, a tissue-specific phenomenon in which genome-wide loss of epigenetic silencing is accompanied by high rates of TE transcription and transposition [59]. DRTS has been observed in differentiated tissues adjacent to rapidly-multiplying pluripotent cells, including the pollen vegetative nucleus and endosperm in *Arabidopsis* and maturing leaves in maize [60–62]. It has been proposed that one function of DRTS may be to trigger the production of 21–22 nt small RNAs that are able to migrate into adjacent germline or meristematic tissues where they reinforce TE silencing via RNAi and *RDR6*-dependent RdDM [59, 62]. Despite the similar accumulation of TE transcripts from multiple families, the situation in grapevine EC differs in certain regards to canonical examples of DRTS. In *Arabidopsis*, heterochromatin loss is caused by reduced expression of the chromatin remodeller DDM1, allowing TE transcription [61]. In contrast, grapevine EC showed comparably high expression of DDM1 and DNA methyltransferases, while 21–22 nt siRNA levels were lower than in leaf tissue. Instead, 24 nt het-siRNAs, which target TEs for asymmetric CHH methylation, were most abundant. Rather than an example of DRTS, the case of grapevine EC may instead be analogous to an embryo lacking an adjacent endosperm. In this scenario, TEs co-located with expressed genes are transcribed and, without a source from which to import secondary siRNAs to guide RNAi, their transcripts accumulate.

If EC is indeed analogous to naturally-occurring dedifferentiated tissues, it could provide a useful system in which to test current hypotheses about the evolutionary function of DRTS in plants. Most pertinent among these is the hypothesis that without secondary siRNAs imported from nearby tissue, TE transcripts in dedifferentiated cells would overwhelm the PTGS system and exceed the cells’ ability to prevent transposition. Further work is needed to establish whether the high rates of transposition events observed in totipotent plant cell cultures can directly be attributed to a lack of imported secondary siRNAs. In this study, the transcription of TEs in EC was associated with a burst of *de novo* CHH methylation. Similarly, it remains to be seen whether this strand-specific methylation results in stable epigenetic changes in plants regenerated from these cultures, and if so, whether new epialleles affect the expression of nearby genes. In other species, increased CHH methylation is not typically seen in regenerated plants [58]. However, plants regenerated from tissue culture do frequently (though not consistently) demonstrate epigenetic variation, including in grapevine [28, 30, 39].

## Conclusions

In grapevine, transcription of almost all known TE superfamilies is higher in dedifferentiated EC cells of grapevine than in leaf tissue. This appears to be due to a the loss of CHG methylation across TEs within genes and the transcription of those genes. The accumulating TE transcripts are accompanied by a genome-wide epigenetic response involving an increase in het-siRNAs and *de novo* methylation of TE DNA in *trans*. It remains to be seen whether the burst of TE transcription and associated epigenetic response persists as somaclonal genetic or epigenetic variation in vines regenerated from these cultures.

These results add insight into the epigenetic regulation of transposition, particularly in embryogenic cell cultures. Understanding these factors is important given their use in studying embryogenesis and for crop improvement. Better control of transposition and epiallele formation will improve outcomes for producing new somaclonal variation, gene discovery and targeted gene editing, homogenous propagation of elite genotypes, and managing chimerism in plants regenerated from cell culture.

## Methods

### TE annotation

Transposable elements in the *V. vinifera* PN40024 12X reference genome [63] were annotated with RepeatMasker (v4.1.0; RRID:SCR_012954) [64]. Query sequences included *V. vinifera* repeat sequences from Repbase (RRID:SCR_021169) [65] supplemented with *V. vinifera* repeat sequences collected from published literature [11]. TE annotations were assigned a custom nomenclature that included class, superfamily, family and locus, for downstream analysis and sorting. Feature overlaps were identified by comparing annotated TEs with gene features from the *V. vinifera* V2.1 structural annotation [66], using the intersect function of the BEDtools toolkit (v2.29.2; RRID:SCR_006646) [67].

### Plant material

Anther tissue was selected for EC initiation, due to the broad applicability of this technique across multiple grapevine varieties. Embryogenic cell cultures were established using the protocol of Perrin and colleagues [68] from anthers of immature inflorescences harvested from *V. vinifera* cv ‘Chardonnay’, grown at the Lincoln University research vineyard (Canterbury, New Zealand). Established cultures were grown on solid C_1_P media at 26 ± 1 ˚C in the dark [69]. After three months, healthy white EC masses were transferred to fresh C_1_P media, leaving behind brown dark brown callus and anthers that showed no callus formation. Four months after initial callus formation, samples of these proliferating EC cultures from three Petri dishes were pooled per sample and harvested directly into liquid N_2_. For leaf tissue samples, young leaves (< 30 mm in diameter) were selected, which yield high quality DNA and RNA in grapevine. Samples were collected from the same vines described above (five leaves per sample) and harvested directly into liquid N_2_. Samples were stored at -80˚C until used for DNA and RNA purification.

### DNA methylation analysis

Genomic DNA was extracted from 50 mg aliquots of young leaf and embryogenic callus samples ground in liquid N_2_, using the NucleoMag® Plant DNA kit (Macherey-Nagel GmbH) according to the manufacturer’s instructions. Isolated DNA was stabilised using DNAstable (Biomātrica) and shipped to Macrogen (Seoul, Rep. of Korea) for library preparation and sequencing. Methylation-specific sequencing libraries were prepared using the TruSeq DNA Methylation kit (Illumina, Inc.) according to the manufacturer’s specifications. Leaf and embryogenic callus libraries were multiplexed and sequenced on two lanes of a HiSeq 2000 flow cell using 100 bp paired-end sequencing.

Read pairs were mapped to the 12X PN40024 grapevine reference genome using BS-Seeker2 (v2.1.8; RRID:SCR_020948) [70] with the parameters ‘-X 1000 -m 0.04’. Methylation calling and global methylation statistics were generated with the ‘bam2cgmap’ tool from the cgmaptools programme package [71]. Methylation across features and methylation per feature were calculated using the ‘mfg’ and ‘mtr’ functions from the same package, respectively. Only features which had a methylation effective coverage greater than 20 in both samples were included in the analysis of methylation across features. Data visualisation was performed in R (v4.0.2; RRID:SCR_001905). Bisulphite conversion efficiency was calculated by calculating methylation levels of all reads mapping to the non-methylated chloroplast genome (NCBI reference sequence: NC_007957.1).

### Transcriptome analysis

RNA was purified from triplicate EC and leaf tissue samples using the Spectrum™ Plant Total RNA kit (Sigma-Aldrich). Isolated RNA was quality checked using an Bioanalyzer 2100 with the RNA 6000 nano kit (Agilent Technologies, Inc.) according to manufacturer’s instructions and OD_260/280_ ratios determined with a DS-11 spectrophotometer (DeNovix, Inc.). Quantification of RNA samples was done using a Qubit fluorometer (Thermo Fisher Scientific) and the samples were stabilised using RNAStable (Biomātrica, Inc.) prior to shipping to Macrogen for sequencing.

Library synthesis and sequencing was carried out by Macrogen (Seoul, Rep. of Korea). Briefly, libraries were prepared using a TruSeq Stranded Total RNA kit (Illumina, Inc.) with ribosomal RNA removed using the Ribo-Zero Plant (leaf) kit (Illumina, Inc.). Prepared libraries were multiplexed and sequenced on a single lane of a HiSeq2000 DNA sequencer (Illumina, Inc.) to yield 100 bp paired-end reads.

Adapter clipping and quality trimming of reads was carried out using FastQC (v0.11.9; RRID:SCR_014583) [72] and fastq-mcf [73] with default parameters except for a minimum read length of 36. Reads were mapped to tRNA and rRNA references sequences downloaded from the rfam database (v12.0; RRID:SCR_007891) [74] and *V. Vinifera* tRNA sequences downloaded from GtRNAdb (v18.1; RRID:SCR_006939) [75] using HISAT2 (v2.2.1; RRID:SCR_015530) [76]. Reads that mapped to tRNA and rRNA sequences were excluded. Reads were then mapped to the *V. vinifera* PN40024 12X reference genome [63] using HISAT2 with the parameter ‘-k 100’ to allow multi-mapping. Gene and TE transcripts were counted simultaneously with TEtranscripts (v2.2.1) [77], using the V2.1 gene and TE annotation tracks described above.

Read counts for two genes demonstrating evidence of genome over-assembly (VIT_213s0019g0263 and VIT_207s0031g03000) were removed from raw count tables prior differential expression (DE) analysis using DEseq2 (v1.28.1; RRID:SCR_015687) [78]. Genes showing DE (Benjamini-Hochberg adjusted *p*-value < 0.05) and a 2x change between tissues were considered to be differentially expressed genes (DEGs). Gene ontology (GO) terms associated with DEGs were retrieved from the CRIBI database (http://genomes.cribi.unipd.it/DATA/V2/annotation/bl2go.annot.txt), and enrichment analysis was performed using the fatiGO algorithm of the Babelomics software package (v5; RRID:SCR_002969) [79]. GO terms with FDR-adjusted *p*-values < 0.01 were then passed to REViGO (RRID:SCR_005825) for grouping [80].

To compare the expression of TEs with co-located genes, only reads uniquely mapping to the genome were used. Reads mapping to exons and TEs (exons excluded) were counted separately using featureCounts (v2.0.0; RRID:SCR_012919) [81]. Count tables for both feature types were concatenated and analysed for DE using DEseq2 per Macchietto et al. [82].

All libraries were also mapped to the *V. Vinifera* cv. ‘Chardonnay’ reference genome [83] Although mapping reads to the Chardonnay reference resulted in a higher proportion of mapped reads, the majority of these were not properly paired and would therefore not be included in the downstream analysis pipeline (Suppl. Table S5). Instead, alignments to the more commonly used PN40024 reference genome, which showed high mapping rates as well as high proportions of properly paired reads, were used for further analysis.

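The paper's mapping rate to PN40024 was 80.5% for leaf replicate 3, 86.4% and 86.5% for the other leaf libraries and 87.7% to 88.0% for the EC libraries. The properly paired rate, which the paper also reports, was 72.4% for leaf replicate 3 and 80.4% to 83.0% for the others. Set against the paper's number of sequenced pairs, 35.8% of the pairs of leaf replicate 3 were counted on genes or TE families. The counted share was 60.1% and 60.6% in leaf replicates 1 and 2, and 61.3%, 63.0% and 63.2% in EC replicates 1, 2 and 3. Taking the mapping rates as shares of all sequenced pairs, 44.7% of the pairs of leaf replicate 3 mapped without being counted, against 24.6% to 26.4% in the other libraries. Pairs from rRNA and tRNA, which were removed before mapping, are not known for each library. Pairs on the chloroplast-like genes that the paper removed are absent from the counts, so they fall in the share mapped without being counted. Their number in each library is not known either.

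**Figure D5:**
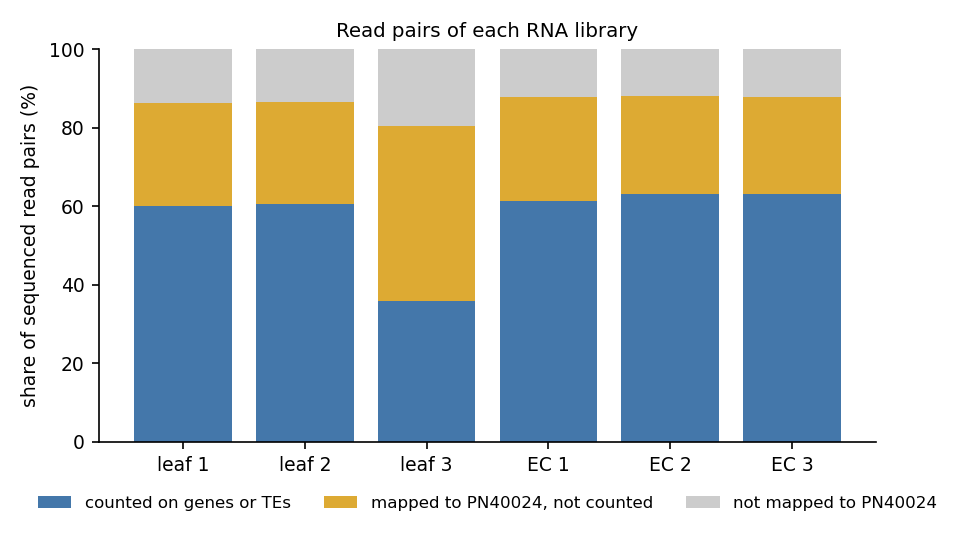
Read pairs of each RNA library as shares of the pairs sequenced (vertical axis, percent): pairs counted on genes or TE families, pairs mapped to PN40024 by the paper's rate but not counted, and the remainder. The counted share of leaf replicate 3, 35.8%, is the lowest of the 6 libraries. Pairs on the chloroplast-like genes that the paper removed fall under mapped but not counted.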

### Small RNA analysis

Small RNA (< 200 nt) was purified from 50 mg each of embryogenic cell cultures and young leaf tissue described above, using the Plant microRNA Purification Kit (Norgen BioTek Corp.) according to manufacturer’s instructions. RNA samples were sent to New Zealand Genomics Ltd. (Auckland, New Zealand), where a 18–35 nt fraction of the each RNA sample was isolated by polyacrylamide gel electrophoresis and sequencing libraries were prepared using the TruSeq Small RNA library Preparation kit (Illumina, Inc.). The two libraries were sequenced on a single flow cell on a MiSeq DNA sequencer (Illumina, Inc.) using a 50 bp single-end sequencing protocol.

Adapter trimming and size filtering of sequence reads was performed in the UEA small RNA Workbench (v4.5; RRID:SCR_020947) [84]. Reads that mapped to *V. vinifera* tRNA and rRNA sequences, as described above, were removed using PatMaN (v1.2.2; RRID:SCR_011821) [85]. Identification of miRNA and their removal has been described elsewhere [42]. After removal of miRNAs, small RNAs were mapped to the reference genome using ShortStack (v3.8.5; RRID:SCR_010834) [86], which selects unique mapping sites for multi-mapping reads based on the location of unique-mapping reads. ShortStack was also used to perform siRNA cluster discovery and assign DicerCalls, based on the predominant fragment size for each cluster. Enrichment of 20 to 24 nt cluster sizes across three genomic feature types: genes, promoters (defined as regions 2 kb upstream of genes) and TEs, was assessed using Genomic Association Tester (v1.3.6; RRID:SCR_020949) [87].

## Supplementary Information

**Additional file 1: Figure S1. **TE abundance in the Vitis vinifera genome. A: Counts of annotated TEs per superfamily. B: Total coverage of the reference genome for each TE superfamily (total coverage by exons is plotted for comparison).

**Additional file 2: Figure S2.** Gene Ontology terms enriched among DE genes highly expressed in leaf tissue relative to EC. Enriched terms were grouped by similarity using REVIGO.

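Table S1 gives for each library the tissue, the kind of molecule sequenced, the sequencing strategy and the number of reads. For paired-end RNA libraries a read pair is 1 sequenced fragment. Between 35358849 and 39362786 pairs were sequenced per RNA library, with 36693590 for leaf replicate 3, so the low number of counted reads in that library did not come from fewer sequenced pairs. Per 1000000 sequenced pairs, 7942 ± 1590 pairs were counted on TE families in leaf and 19189 ± 1163 in EC (SD, n = 3), a ratio of 2.42. Leaf replicates 1, 2 and 3 stood at 8819, 8900 and 6106. Replicate 3 is the lowest here, with 35.8% of its pairs counted, but the highest leaf library over counted reads. Its low counted share therefore raises the ratio of 2.42.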

**Additional file 3: Table S1. **Sequencing libraries used in this study.

**Additional file 4: Table S2.** Genes differentially expressed between EC and leaf.

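The sheet lists for each gene the mean normalised count over the 6 libraries, the log2 fold change of EC over leaf with its standard error, the Wald statistic, its p and the adjusted p, as written by DESeq2. The adjusted p is missing where DESeq2 leaves a gene out of the adjustment, because of its low mean or of an extreme count. For the 1999 genes of the sheet used here, DESeq2 run on the deposited counts gave log2 fold changes that differed from the listed ones by at most 0.0084. Of these genes, 990 have an adjusted p under 0.05 in the paper's sheet, and DESeq2 called 989 of them here. The edgeR quasi-likelihood test called 789 of the 1999 genes, of which 763 were among the 990.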

**Additional file 5: Table S3.** TE families differentially expressed between EC and leaf.

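The sheet lists 228 TE families with the same DESeq2 columns as the gene sheet, whether or not a family passed. DESeq2 run on the deposited counts gave log2 fold changes within 0.00079 of the listed ones for all 228. In the paper's sheet 106 families have an adjusted p under 0.05, 1 of them a Caulimovirus family, and DESeq2 called the same 106 here. Of these, 93 were also called by the edgeR quasi-likelihood test. The paper's log2 fold changes for the LINE families range from 0.37 to 0.72 and their adjusted p-values from 0.0619 to 0.274 (DESeq2).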

**Additional file 6: Table S4. **Sequence reads remaining after successive filtering steps for small RNA libraries.

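Table S5 gives, for each library, the share of reads that mapped to the PN40024 and the Chardonnay genomes and, for RNA, the share that was properly paired, which means that both reads of a pair mapped in the orientation and at the distance of 1 fragment. The paper's mapping rate to the Chardonnay genome was 97.0% for leaf replicate 3 and 91.2% to 92.4% for the other RNA libraries, and the properly paired rate there was 10.7% to 12.7%. Leaf replicate 3 had the highest rate of the 6 libraries for the Chardonnay genome and the lowest for PN40024.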

**Additional file 7: Table S5.** Mapping statistics for read libraries.

## Data Availability

The data generated in this study have been deposited in Gene Expression Omnibus under the accession number GSE164586, except for the TE annotation track, which is available at DOI: 10.6084/m9.figshare.14709816. The *V. vinifera* PN40024 12X reference genome used is available under the GenBank assembly accession number GCA_000003745.2. and the *V. vinifera* chloroplast sequence used is available under the GenBank accession number NC_007957.1.

## Abbreviations

DE: Differentially expressed
DRTS: Developmental relaxation of TE silencing
dsRNA: Double-stranded RNA
EC: Embryogenic callus
FDR: False discovery rate
GAT: Genomic Association Tester
GO: Gene ontology
het-siRNA: Heterochromatic small interfering RNA
LINEs: Long interspersed nuclear elements
miRNA: micro RNA
MULE: Mutator-like element
PTGS: Post-transcriptional gene silencing
RdDM: RNA-directed DNA methylation
RNAi: RNA interference
RPM: Reads per million
siRNA: Small interfering RNA
sRNA: Small RNA
TE: Transposable element
TGS: Transcriptional gene silencing

# Supplementary material for: Elevated transcription of transposable elements is accompanied by het-siRNA-driven de novo DNA methylation in grapevine embryogenic callus
**Source:** BMC Genomics. 2021 Sep 20;22:676. doi: 10.1186/s12864-021-07973-9
**Supplement:** Supplementary file 3 — Additional file 3: Table S1. Sequencing libraries used in this study.

**Table S1:**

| **Sample** | **Tissue type** | **Library type** | **Sequencing strategy** | **SRA number** | **Reads (pairs)** | **mean read coverage** |
| --- | --- | --- | --- | --- | --- | --- |
| WGBS_leaf | Leaf | bisulphite-converted DNA | 100bp PE | GSM5014396 | 145,014,795 | 36.43 |
| WGBS_callus | Embryogenic callus | bisulphite-converted DNA | 100bp PE | GSM5014397 | 151,656,744 | 32.35 |
| RNA-seq_Leaf1 | Leaf | ribosome-depleted RNA | 100bp PE | GSM5014398 | 39,362,786 | - |
| RNA-seq_Leaf2 | Leaf | ribosome-depleted RNA | 100bp PE | GSM5014399 | 36,176,858 | - |
| RNA-seq_Leaf3 | Leaf | ribosome-depleted RNA | 100bp PE | GSM5014400 | 36,693,590 | - |
| RNA-seq_EC1 | Embryogenic callus | ribosome-depleted RNA | 100bp PE | GSM5014401 | 36,841,252 | - |
| RNA-seq_EC2 | Embryogenic callus | ribosome-depleted RNA | 100bp PE | GSM5014402 | 35,358,849 | - |
| RNA-seq_EC3 | Embryogenic callus | ribosome-depleted RNA | 100bp PE | GSM5014403 | 38,294,117 | - |
| Leaf_smallRNA | Leaf | small RNA | 50bp SE | GSM5014404 | 7,886,332 | - |
| EC_smallRNA | Embryogenic callus | small RNA | 50bp SE | GSM5014405 | 7,010,188 | - |

# Supplementary material for: Elevated transcription of transposable elements is accompanied by het-siRNA-driven de novo DNA methylation in grapevine embryogenic callus
**Source:** BMC Genomics. 2021 Sep 20;22:676. doi: 10.1186/s12864-021-07973-9
**Supplement:** Supplementary file 6 — Additional file 6: Table S4. Sequence reads remaining after successive filtering steps for small RNA libraries.

**Table S4:**

|  | **Leaf** | |  | **EC** | |
| --- | --- | --- | --- | --- | --- |
| **Library filtering step** | **Total reads** | **Distinct reads** |  | **Total reads** | **Distinct reads** |
| Total read sequences | 7,886,332 (100%) | 1,238,982 (100%) |  | 7,010,188 (100%) | 2,294,748 (100%) |
| 3' adaptor removal & quality filtering | 7,633,928 (97%) | 1,009,121 (81%) |  | 6,780,664 (97%) | 1,977,933 (86%) |
| Filtered by length | 6,738,881 (85%) | 936,553 (76%) |  | 4,842,717 (69%) | 1,821,213 (79%) |
| tRNA/rRNA/snoRNA removed | 4,859,237 (62%) | 898,097 (72%) |  | 3,439,527 (49%) | 1,776,990 (77%) |
| miRNA removed | 2,818,653 (36%) | 898,012 (72%) |  | 3,411,631 (49%) | 1,776,928 (77%) |
| Mapped to genome | 1,587,096 (20%) | 515,541 (42%) |  | 2,117,178 (30%) | 1,098,195 (48%) |

# Supplementary material for: Elevated transcription of transposable elements is accompanied by het-siRNA-driven de novo DNA methylation in grapevine embryogenic callus
**Source:** BMC Genomics. 2021 Sep 20;22:676. doi: 10.1186/s12864-021-07973-9
**Supplement:** Supplementary file 7 — Additional file 7: Table S5. Mapping statistics for read libraries.

**Table S5:**

| ***A: Mapping statistics for mRNA reads*** | | | |  |
| --- | --- | --- | --- | --- |
| **Reference genome** | **PN40024** | | **Chardonnay** | |
| **Library** | **Mapping** | **Properly paired** | **Mapping** | **Properly paired** |
| **EC1** | 87.7% | 81.7% | 91.2% | 11.8% |
| **EC2** | 88.0% | 83.0% | 91.4% | 11.9% |
| **EC3** | 87.8% | 82.7% | 92.2% | 11.8% |
| **Leaf1** | 86.4% | 80.4% | 92.4% | 12.0% |
| **Leaf2** | 86.5% | 80.8% | 92.1% | 12.7% |
| **Leaf3** | 80.5% | 72.4% | 97.0% | 10.7% |

| ***B: Mapping statistics for bis-seq reads*** | |  |
| --- | --- | --- |
| **Reference genome** | **PN40024** | **Chardonnay** |
| **Library** | **Mapped pairs** | **Mapped pairs** |
| **EC** | 64.8% | 70.8% |
| **Leaf** | 69.2% | 67.7% |

| ***C: Mapping statisticss for siRNA reads*** | | |  | |  | |  | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| **Reference genome** | **PN40024** | | | **Chardonnay** | | | |  |  |
| **Library** | **Uniquely mapped** | **Multi mapped** | | **Uniquely mapped** | | **Multi mapped** | | |  |
| **EC** | 38.8% | 38.2% | | 31.6% | | 49.70% | | |  |
| **Leaf** | 36.5% | 33.6% | | 27.3% | | 46.60% | | |  |

How the deposited data were processed for this re-analysis (not part of the article)

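Ribosome-depleted RNA from 3 leaf and 3 EC samples of the grapevine cultivar Chardonnay was measured by paired-end sequencing, with 1 library per sample. The authors deposited raw counts, without normalisation, for genes of the V2.1 annotation and for TE families in 1 table. To make it, the authors trimmed the reads to a minimum length of 36, removed reads mapping to tRNA and rRNA, mapped the rest to the PN40024 12X genome with HISAT2 and counted genes and TE families together with TEtranscripts. Whether the counting used the strand of the stranded libraries is not named in the paper's text. Every value of the table is a whole number, and reads with several mapping positions were already divided among TE families by that step. The table has 6 columns of counts and 0 other columns of values per sample. The 2 genes that the paper removed for their likeness to chloroplast genes were not used here, and results that need them are not reported here. Samples were grouped by the tissue and replicate number of their labels, which match those in Table S1. No sample was left out of the values reported as the result.

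TE reads per 1000000 counted reads (RPM) were the counts on all 232 TE families divided by all counts of the library, times 1000000. Groups were compared by the ratio of their means and by a two-sided exact permutation test of the 6 libraries, whose smallest p is 0.1. Genes and TE families were tested together with edgeR 4.0.16 in R 4.3.3. The steps were TMM normalisation, the filterByExpr filter by tissue with its default minimum count of 10 and minimum total of 15, and glmQLFit with robust dispersion followed by glmQLFTest. Of all features 21550 were tested, and p-values were adjusted by the Benjamini-Hochberg method over all of them. DE genes had an adjusted p under 0.05 and a change of at least 2-fold, as in the paper's methods. TE families were counted at an adjusted p under 0.05 alone, without the Caulimovirus families. The standard errors of edgeR's log2 fold changes were computed as the size of the log2 fold change divided by the square root of the F statistic. The TMM factors were 0.961, 0.974 and 0.658 for leaf replicates 1, 2 and 3 and 1.15, 1.19 and 1.19 for the EC replicates, and the common biological coefficient of variation was 0.419. On simulated data with 6 libraries, a dispersion of 0.05 and 200 features changed 4-fold, the test recovered 200 of the changed features with 4 false calls among 22177 tested. That dispersion was lower than the one in the data, so this checks the code and does not give the share of changes recovered in these data.

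The genes and families named were chosen by a rule fixed before the data were examined, as were all alternatives apart from the 2 named below. The rule took the 10 LINE families, the 5 families with the largest positive and the 5 with the largest negative log2 fold change among those with an adjusted p under 0.05 and libraries that did not overlap between tissues, the 3 families with the largest rise and the 3 with the largest fall in RPM, and the 2 genes at each end. Where all libraries of a tissue had at most 3 counts, the fold was computed against 3 counts and is given as a lower bound. Gene identifiers matched none of the names in the reference table used here (0 identifiers), so genes are given by identifier, and the DNA methyltransferase genes and GO terms were not analysed here.

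A count of 3 in a library corresponds to 0.127, 0.137 and 0.229 RPM in leaf replicates 1, 2 and 3 and to 0.124 to 0.135 in the EC libraries, which is the smallest share that the depth can show. Wilson intervals at 95% and these floors were computed with scipy 1.17.1 and cover counting error only. Of the counted reads, the 100 genes with the most counts took 36.4% in leaf replicate 3, 18.0% to 18.8% in the other leaf libraries and 15.1% to 17.0% in EC. Per gene, the chi-square statistic between libraries of equal tissue was 14.3 for leaf replicates 1 and 2, 499 and 518 for leaf replicate 3 against them, and 13.1 to 29.0 among the EC libraries, so no pair of libraries was a duplicate.

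The alternatives were DESeq2 1.42.0, DESeq2's size factors in edgeR, library sizes alone, TMM factors from genes alone, TMM factors from features with at most 0.1% of the counts of every library, no filter on low counts, at least 10 counts in every library, limma-voom (limma 3.58.1), the replicate number as a block, TE families modelled alone, Benjamini-Hochberg adjustment over TE families alone, a 2-fold limit for TE families, and each library left out in turn. For TE RPM they were other denominators and the removal of LINE or Caulimovirus families. limma-voom with sample weights, and a denominator with both mates of each pair counted, were chosen after the data had been seen. Figures were drawn with matplotlib 3.10.9.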

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

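The tests of this part were chosen only after the result was seen. Reads on the 3 Caulimovirus families, which the paper's counts of TE families leave out, were present in all 6 libraries, at 199 ± 35.3 reads per 1000000 counted reads (RPM) in leaf and 274 ± 17.6 in EC (SD, n = 3 each). This signal drew attention because it lies in TE families that the paper does not discuss and far above the smallest value the depth can show, 0.124 to 0.229 RPM. No library had fewer than 2084 counts on the 3 families, so the signal does not rest on a few counts.

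The EC over leaf ratio was 1.38 over counted reads, a log2 ratio of 0.46. Over TMM-scaled library sizes the log2 ratio was 0.0078 and the ratio 1.01, so the higher share in EC may come from the scaling. Of the 3 families, 0 had an adjusted p under 0.05 in edgeR's quasi-likelihood test and 0 had an unadjusted p under 0.05, with a lowest unadjusted p of 0.102. Under the alternatives, 1 family was higher in EC and 1 higher in leaf without leaf replicate 3 and with limma-voom with sample weights, 1 was higher in leaf with DESeq2 and with TE families modelled alone, 1 was higher in EC with library sizes alone, and 0 passed under the others. The difference in the summed reads could not be told apart from an effect of the scaling, and single families changed in opposite directions in some of these fits. For the presence of the reads in both tissues, no biological explanation was tested. Reads that belong to other sequences similar to these families were not tested for, since only counts were used.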

How the results depend on the processing

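Of 244 values of summary results under alternatives, 199 kept their direction and stayed within the limits of replicate spread or of 1.5 times the count, and 45 moved. For the 26 named genes and families, 364 of 409 log2 fold changes kept their direction and their side of an adjusted p of 0.05, 15 no longer passed, 30 passed where they had not, and 0 reversed. The 30 were all of LINE families and none of the 15 was. The model of TE families alone is not among these 409; in it 6 of 10 LINE families were above 0, and VLINE7 passed with a lower level in EC. Where no cause is named below, the cause was not tested. limma-voom with sample weights and the denominator with both mates of each pair counted were chosen after seeing the data.

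With library sizes alone, 5699 DE genes were higher in EC (3682 with TMM), 139 TE families were higher in EC and 7 in leaf (78 and 15 with TMM), and 10 LINE families passed in place of 0. The share of DE genes higher in leaf was 43.4%, against 59.4% with TMM, and the median log2 fold change of genes moved from −0.05 to 0.40. Requiring 10 counts in every library gave 5509 DE genes, 3266 higher in leaf and 2243 higher in EC, and 4167 genes higher in leaf at any fold change. That filter left 16178 genes to test in place of 21336. With the replicate number as a block (replicate block), 7 TE families were higher in leaf and 55 in EC, and 7822 genes were DE. Across genes, after the tissue means were removed, same-numbered libraries had a mean r of 0.060 and others of −0.030. limma-voom with sample weights, which gave leaf replicate 3 a weight of 0.058, gave 17344 genes at any fold change, 8541 of them higher in EC, 159 TE families higher in EC, 25 higher in leaf and 10 LINE families. TE families modelled alone gave 42 higher in EC and 46 higher in leaf, since each family is then compared with the other families. With a 2-fold limit as well, 40 TE families were higher in EC.

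Across the 6 fits that each left out one library, genes at any fold change ranged from 7752 to 17811, those higher in EC from 3345 to 8532, TE families higher in EC from 38 to 152, TE families higher in leaf from 5 to 24, and LINE families that passed from 0 to 10. The high end of each range was the fit without leaf replicate 3, in which the common biological coefficient of variation was 0.136 in place of 0.419. That fit called 11561 of the 11562 genes and 93 of the 93 families called with all libraries. The number of superfamilies with a family higher in EC was 7, and 6 to 8 under the alternatives.

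The ratio of TE reads per 1000000 counted reads (RPM), 1.98, was 2.42 over sequenced read pairs, 2.33 over read pairs times the paper's mapping rate, 1.39 over TMM-scaled library sizes, 1.67 with abundant features left out of the denominator, and 2.42 with both mates counted. Over sequenced pairs, the low counted share of leaf replicate 3 raises the ratio. The ratio over counted reads stayed between 1.93 and 2.09 with each library left out, at 1.99 without Caulimovirus families and as the mean of same-numbered pairs, and at 1.88 without LINE families. Over TMM-scaled library sizes the ratios by superfamily were 1.36 for Copia, 1.49 for LINE, 1.47 for CACTA, 1.54 for hAT, 1.76 for Harbinger, 3.52 for Helitron, 1.71 for MULE and 1.01 for Caulimovirus, and that of Gypsy was 0.985, with overlapping libraries. For Copia and Gypsy, leaf replicate 3 was the only leaf library above EC libraries on that scale. The 2 genes like chloroplast genes were not used here, so the alternatives that keep them in the gene test or in the denominator, and their level over read pairs, were not run. The depth may limit the Helitron family, with at most 30 counts per library, and it does not limit the LINE families. Whether it limits CACTA-9 was not tested. The leaf counts of CACTA-9 were 97, 164 and 11, and its standard error was 0.72 with all libraries and 0.41 without leaf replicate 3.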

Differences from the paper's values

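The paper's TE reads per 1000000 were 9278 ± 508 in EC and 3820 ± 735 in leaf, errors that it does not name as SD or SEM; the values here were 30687 and 15483. None of the alternatives set before the data were examined closed the gap in either tissue. With both mates of each pair counted in the denominator, an alternative chosen after seeing the values, the levels were 9594 ± 581 and 3971 ± 795 (SD, n = 3). The gap may thus come from the denominator, which the paper does not name.

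The paper gives 14229 DE genes, against 9070 here with a change of at least 2-fold required. DESeq2 (10893), library sizes alone (10072), no filter on low counts (10077) and the fit without leaf replicate 3 (11400) came within the limits of the comparison; the other alternatives set before the data were examined did not. For genes higher in leaf the paper's value is 8210, against 5388 here; DESeq2 (6931), DESeq2's size factors (5536), no filter (6152) and the fit without leaf replicate 3 (6608) came within the limits, and the others did not. For genes higher in EC the paper's value is 6019, against 3682 here; library sizes alone (5699), limma-voom (4025) and the fit without leaf replicate 3 (4792) came within the limits, and the others did not. Without the limit on fold change, the values were 11562, 6275 and 5287 with edgeR, and 14273, 8235 and 6038 with DESeq2, the tool of the paper's methods. The paper's numbers lie nearest to this DESeq2 set, so they may rest on the adjusted p alone. limma-voom with sample weights, an alternative chosen after seeing the values, also came within the limits, with 10553 DE genes, 5946 higher in leaf and 4607 higher in EC.

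The paper's discussion counts families higher in EC out of 122 TE families, where 214 families were tested here. None of the alternatives set before the data were examined closed this gap. In the paper's Table S3, which lists 228 families, 106 have an adjusted p under 0.05 and 122 do not, 1 of these without an adjusted p. The discussion's 122 thus equals the number of listed families that did not pass, and may not be the number compared. Of the 214 families, 78 were higher in EC with an adjusted p under 0.05, which is not a majority, whereas the paper states that most families were. The number was a majority with library sizes alone (139 of 214), in the fit without leaf replicate 3 (152 of 215) and with limma-voom with sample weights (159 of 214), the last chosen after seeing the values. In Fig. 3C the families without a significant difference number about 120, read by eye.

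DESeq2 on the deposited counts called all 106 families that Table S3 calls, 93 of which edgeR called, and 989 of the 990 genes that the part of Table S2 used here calls, 763 of which edgeR called. One of the families that only DESeq2 called is Caulimovirus-2, which Table S3 lists as higher in leaf.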

Other observations

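Of the tests of this part, those of depth, of a shift towards the TE profile of EC and of expression level were chosen before their results were seen; the others only after. One criterion was changed after its value had been seen, as stated where it applies.

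Leaf replicate 3 lay far from the other leaf libraries. Lower depth was tested by thinning all libraries to its depth, after which leaf replicates 1 and 2 still had an r of 0.989 across genes, so depth does not explain the distance. A swapped label was tested by correlation: its mean r was 0.820 with leaf replicates 1 and 2 and 0.508 with the EC libraries, which speaks against an EC library under a leaf label. RNA from EC in the library was tested on 151 genes with at most 3 counts in leaf replicates 1 and 2 and at least 100 in each EC library. In leaf replicate 3 they stood at a median of 1.66% of their EC level, too little for a large admixture. The paper's mapping rates of leaf replicate 3 were the highest of the 6 libraries for the Chardonnay genome (97.0%) and the lowest for PN40024 (80.5%), and its properly paired rates were the lowest for both (10.7% and 72.4%). These rates point in different directions and leave open whether the library held RNA from another organism. RNA from another tissue than EC, GC content, gene length and intronic reads were not tested. All 6 libraries shared 1 lane, and no condition of the samples sets this library apart, so no biological explanation was tested.

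Relative to the typical gene, TE families stood higher in leaf replicate 3 than in the other leaf libraries, by 0.77 on the log2 scale over TMM-scaled library sizes and by 0.22 over counted reads. For a few abundant genes as the cause, features above 0.1% of the counts of any library were left out, which moved the difference from 0.22 to 0.60 over the remaining counts and left it at 0.77 with TMM. Leaving them out raises the TE share most in the library where they take most counts, and TMM already trims such features, so neither value could have pointed to this cause, and it was not ruled out. For a shift towards the TE profile of EC, Spearman's rho across families between the change in leaf replicate 3 and that in EC was 0.156, within the −0.07 to 0.22 of gene lists matched for expression. Genomic DNA in the library was tested by the number of genes with counts in one library alone at equal depth. That number was the highest of the 6 libraries in leaf replicate 3, 347 against at most 305, which met the criterion first written. After the value had been seen, the criterion was changed to require more detected genes as well, because a library unlike its replicates has more such genes anyway. Leaf replicate 3 had 23460 detected genes at equal depth, the other leaf libraries 24253 and 24296, and the EC libraries 22872 to 23250. The number of genes found in one library alone thus pointed to genomic DNA and the number of detected genes did not, so genomic DNA was neither shown nor ruled out.

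Fewer of its read pairs were counted, 35.8% against 60.1% to 63.2% in the other libraries. A lower mapping rate was tested from the paper's rates: 44.7% of its pairs mapped without being counted, against at most 26.4% elsewhere, so the mapping rate alone does not explain the low counted share. This takes the paper's rates as shares of all sequenced pairs. Pairs removed as rRNA or tRNA were not known for each library, and a larger number of them in leaf replicate 3 was not tested. The chloroplast-like genes that the paper removed are absent from the counts used here. Pairs on them therefore fall in the share mapped without being counted. Their number in each library was not known either, so a larger number in leaf replicate 3 remains open.

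With all libraries and TMM factors of genes and TE families, no LINE family passed in edgeR. With the default filter and no replicate block, 0 had an unadjusted p under 0.05 in edgeR's quasi-likelihood test. With DESeq2, VLINE3 and VLINE8 had an unadjusted p of 0.0426 and 0.0354 (Wald test). A candidate explanation for the lack of LINE calls is the spread that leaf replicate 3 adds: without it 10 LINE families passed, without any other single library 0. With all libraries kept, 10 LINE families also passed with library sizes alone, so the result depends on the scaling as well. That scaling drops the TMM factors, of which leaf replicate 3 had the lowest (0.658). It therefore cannot separate an effect of the scaling from one of this library. limma-voom passed 0 LINE families without sample weights and 10 with them. The weighted fit nearly leaves out leaf replicate 3 (weight 0.058), so it goes with the candidate explanation and shows no other influence. Reads divided among similar LINE families were tested as another cause by summing their counts, and the summed LINE count still did not pass, with a log2 fold change of 0.57 (standard error 0.39, adjusted p = 0.252, edgeR with Benjamini-Hochberg adjustment). The EC libraries lay above leaf replicates 1 and 2 in all 10 families and above leaf replicate 3 in 5. The fit without leaf replicate 3 rests on 2 leaf libraries, and this library was singled out after its values had been seen. With all libraries, the families that did not pass carried 74.7% of the rise in TE reads, LINE families among them, whereas without leaf replicate 3 the families that passed carried 99.3%. These shares are of a rise in RPM, whereas the calls use TMM factors, so part of the 74.7% may come from this difference in scaling.

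TE families as a group lay above the typical gene in EC, with a median log2 fold change of 0.57. Expression level was tested as the cause with 10000 lists of genes matched to the families in mean expression, of which 95% had medians between −0.24 and 0.165. Expression level therefore does not explain the difference, but families share reads and are not independent, and GC content and length were not tested, so these remain.

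Other splits of the 6 libraries into 3 and 3 were fitted for the counts of genes and TE families. Among the 4 splits that part all same-numbered libraries, 1 of 4 gave as many DE genes and 1 of 4 as many TE families, in both cases the split by tissue. With 4 splits, and with 10 in all, this share is never under 0.05. All other splits gave 0 genes and 0 families with an adjusted p under 0.05, with 9 to 683 genes and 0 to 5 families at an unadjusted p under 0.05. The others of the 10 splits part 1 same-numbered pair and keep the rest together.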
